# Activation and Functions of Col6a1+ Fibroblasts in Colitis-Associated Cancer

**DOI:** 10.3390/ijms25010148

**Published:** 2023-12-21

**Authors:** Niki Chalkidi, Maria-Theodora Melissari, Ana Henriques, Athanasia Stavropoulou, George Kollias, Vasiliki Koliaraki

**Keywords:** intestinal fibroblasts, heterogeneity, colon cancer

## Abstract

Cancer-associated fibroblasts (CAFs) comprise a group of heterogeneous subpopulations with distinct identities indicative of their diverse origins, activation patterns, and pro-tumorigenic functions. CAFs originate mainly from resident fibroblasts, which are activated upon different stimuli, including growth factors and inflammatory mediators, but the extent to which they also maintain some of their homeostatic properties, at least at the earlier stages of carcinogenesis, is not clear. In response to cytokines, such as interleukin 1 (IL-1) and tumor necrosis factor (TNF), as well as microbial products, CAFs acquire an immunoregulatory phenotype, but its specificity and pathophysiological significance in individual CAF subsets is yet to be determined. In this study, we analyzed the properties of Col6a1-positive fibroblasts in colitis-associated cancer. We found that Col6a1+ cells partly maintain their homeostatic features during adenoma development, while their activation is characterized by the acquisition of a distinct proangiogenic signature associated with their initial perivascular location. In vitro and in vivo experiments showed that Col6a1+ cells respond to innate immune stimuli and exert pro-tumorigenic functions. However, Col6a1+-specific inhibition of TNF receptor 1 (TNFR1) or IL-1 receptor (IL-1R) signaling does not significantly affect tumorigenesis, suggesting that activation of other subsets acts in a compensatory way or that multiple immune stimuli are necessary to drive the proinflammatory activation of this subset. In conclusion, our results show that adenoma-associated CAF subsets can partly maintain the properties of homeostatic fibroblasts while they become activated to support tumor growth through distinct and compensatory mechanisms.

## 1. Introduction

The functional significance of fibroblasts in health and disease is now well established [1,2]. In the intestine, fibroblasts provide structural support and actively interact with surrounding cells to maintain tissue integrity, as well as immunological and epithelial homeostasis [3]. Accordingly, in solid tumors, including those in the intestine, cancer-associated fibroblasts (CAFs) play crucial roles within the tumor microenvironment, contributing structurally and functionally to cancer progression through multiple mechanisms, such as the remodeling of the extracellular matrix, immunoregulation, and modulation of cancer cell proliferation, survival, and metastasis [4,5].

Recent advances in single-cell transcriptomics have broadened our understanding of fibroblast heterogeneity [6,7,8]. In the mouse intestine, three main fibroblast subsets have been described with different origins, locations, and functions under physiological conditions. These include CD81^+^ trophocytes, platelet-derived growth factor receptor alpha (PDGFRa)^hi^ telocytes, and PDGFRa^lo^ CD81^−^ interstitial fibroblasts [3,9]. Similar fibroblast populations have also been described in the human intestine [10,11,12,13]. Several studies in human and mouse tumors have shown that CAFs are a heterogeneous group of cells in terms of their origin, markers, and functions. The majority of CAFs originate from the activation of resident fibroblast populations triggered by signals from cancer cells or the surrounding microenvironment [1,4,5]. Different stimuli are associated with the development of distinct CAF subsets with diverse functions [4,14]. The most notable example is the activation of myofibroblastic (myCAF) and immunoregulatory (iCAF) CAFs by transforming growth factor beta (TGFβ) and interleukin 1 beta (IL-1β), respectively [14,15]. These CAF subsets were initially described in pancreatic ductal adenocarcinoma but have since been identified in many other cancer types [16]. In colorectal cancer, single-cell transcriptomic analyses of human tumors have revealed the presence of both normal-like fibroblasts and CAFs, although there is still no consensus on the number, terminology, origin, properties, and functional significance of individual subsets, and the molecular pathways driving their activation [17,18,19,20].

We have previously shown that innate immune activation of intestinal mesenchymal cells (IMCs) can drive their pro-tumorigenic functions in the intestine [21,22]. Notably, using the *Col6a1Cre* strain, we showed that in vivo deletion of inhibitor of nuclear factor kappa-B kinase subunit b (IKKβ), a key nuclear factor kappa-beta (NF-κB) regulator, led to reduced colon inflammation and associated carcinogenesis in mice [22]. However, deletion of IKKβ in a broader population of mesenchymal cells targeted by the *Col1a2CreER* mouse had the opposite effect, suggesting diverse properties of distinct CAF subsets [23,24]. Further analysis indeed showed that the *Col6a1Cre* strain targets a fraction of IMCs in homeostasis and CAFs in intestinal cancer [22,25]. In more detail, *Col6a1Cre* mice target the majority of PDGFRα^hi^ fibroblasts and pericytes in the colon, which actively contribute to intestinal morphogenesis during development, as well as epithelial cell proliferation and differentiation in homeostasis [25]. However, a detailed characterization of Col6a1+ cells in cancer is still missing.

In this study, our aim was to describe the properties of Col6a1+ CAFs in intestinal carcinogenesis and define their pathophysiological significance, focusing on their innate immune activation. To this end, we analyzed the transcriptomic profile of *Col6a1Cre* positive and negative CAFs from Azoxymethane (AOM)/Dextran sodium sulfate (DSS) colonic adenomas, assessed their pathophysiological role in vitro and in vivo, and defined the in vivo role of IL-1 and TNF-mediated activation in this subset.

## 2. Results

### 2.1. CAFs Partly Maintain Fibroblast Identities upon AOM/DSS Intestinal Carcinogenesis

In our previous work, we have shown that the *Col6a1Cre* mouse targets mainly PDGFRa^hi^ fibroblasts and perivascular cells in the intestine [22,25]. To define the role of these cells in intestinal carcinogenesis, we crossed *Col6a1Cre* mice with the TdTomato-to-GFP replacement (mTmG) reporter strain (hereafter *Col6a1*-mTmG) and subjected them to the AOM/DSS model of colitis-associated cancer (CAC) [26]. We isolated colonic adenomas, and after exclusion of immune, endothelial, erythroid, and epithelial cells, using the lineage negative (Lin−) markers CD45, CD31, Ter119, and EpCAM, respectively, we isolated Col6a1+/GFP+ and Col6a1−/GFP− (or Tomato+) CAFs by FACS sorting and performed 3′ mRNA sequencing (Figure 1A,B). 

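The 3′ mRNA sequencing covered 6 libraries, 3 of Col6a1+ CAFs (GFP+) and 3 of Col6a1− CAFs (Tomato+), each from a pool of tumors of 5 to 6 mice, as the legend of Fig. 1A states. In the mTmG strain, Cre recombination replaces membrane Tomato with GFP, so GFP marks the cells in which Col6a1Cre was active. The authors sequenced QuantSeq libraries, which read the 3′ ends of polyadenylated transcripts, on an Ion Proton instrument, mapped the reads to the mm10 mouse genome, counted them per gene and divided the counts by DESeq size factors. Their deposited table holds 49548 genes with the log2 of the normalized count plus 1 in each library. Summed over all genes, the normalized counts of the Col6a1+ CAF libraries ranged from 3172312 to 3425249 (median 3316532), and those of the Col6a1− CAF libraries from 3039152 to 3282417 (median 3230937). These sums carry the authors' scaling and are not numbers of reads. From the regular step between the low values, which is the inverse of a library's size factor, between 2568312 and 4519185 reads were estimated for 5 of the libraries, and the step of Col6a1− replicate 2 was not resolved. Between 14530 and 20511 genes had at least 1 normalized count in a library, with the fewest in Col6a1+ replicate 1 and between 18770 and 20511 in the other five. A level of 0 in a library allows up to 3 counts, so a fold change against a group with no library above 3 normalized counts is given here as a lower bound. The paper's text names no molecular identifiers on the reads, and this limit covers counting error only. It leaves out the spread between libraries, so such a lower bound is not a confidence limit of the fold change. The step was 1.331 in Col6a1+ replicate 3 and 1.258 in Col6a1− replicate 3, where 3 reads exceed 3 normalized counts. Each gene's log2 fold change is the mean log2 value in Col6a1+ CAFs minus that in Col6a1− CAFs, so that positive values are higher in Col6a1+ CAFs. It was tested with limma (lmFit and eBayes with a mean-variance trend) over the 26402 genes with at least 1 normalized count over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Because 1 was added to every value before the log, fold changes of genes with few counts are understated. As a check of the labels, Col6a1 had 1363 ± 544 normalized counts (SD, n = 3) in Col6a1+ CAFs and 202 ± 111 (SD, n = 3) in Col6a1− CAFs, a log2 fold change of 2.82 (standard error 0.44, limma adjusted p = 0.00613). With the replicate number as a block, no gene passed an adjusted p of 0.05 and that of Col6a1 was 0.0983, within a range of 3.66e-07 to 0.192 over its alternatives. When 1 library was left out, the log2 fold change of Col6a1 stayed between 2.41 and 3.23.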

Results were compared with previously published data of Col6a1+ and Col6a1− cells in homeostasis [25].

To examine whether the transcriptomic identity of IMCs is maintained in CAC, we assessed the expression of a selected gene signature, previously described for Col6a1+ and Col6a1− cells in homeostasis [25]. This analysis showed that Col6a1+ and, to a lesser extent, Col6a1− CAFs maintain some of their physiological characteristics (Figure 1C). 

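The genes of the epithelial regulation panel of Fig. 1C were grouped by their level in the homeostatic IMC samples of that figure, which are not analysed here. Of the 26 genes higher in Col6a1+ IMCs, 22 were also higher in Col6a1+ CAFs, with a median log2 fold change of 0.66. The changes of 7 of them passed an adjusted p of 0.05 over all genes tested (Ednrb, Ednra, Bmp3, Wisp1, Sall1, Wnt5a and Bmp5), while Wif1 passed in the opposite direction with a log2 fold change of -3.16. When adjusted over the list alone, 11 genes were higher and 1 was lower. As a set, these genes were higher in Col6a1+ CAFs (limma's fry, two-sided, adjusted p = 0.00407 over 10 gene lists). The set did not pass with the replicate number as a block (adjusted p = 0.0569) or with the same block over the genes with a mean of at least 10, a combination chosen after seeing the data (adjusted p = 0.0529), and its adjusted p ranged from 6.57e-10 to 0.0569 over the alternatives. Its median log2 fold change ranged from 0.53, over the genes with at least 10 normalized counts in every library, to 0.999 without Col6a1+ replicate 1. The set passed in each fit that left out 1 library, although no single gene passed without Col6a1+ replicate 1, Col6a1+ replicate 2, Col6a1+ replicate 3 or Col6a1− replicate 1. Of the 18 genes higher in Col6a1− IMCs, 10 were lower and 8 higher in Col6a1+ CAFs, with a median log2 fold change of -0.39. In this list Cd34 passed in the direction of the IMCs, whereas Cd248, Trabd2b and Zeb2 passed with higher levels in Col6a1+ CAFs (log2 fold changes of 3.48, 3.40 and 3.01). When adjusted over the list alone, 4 were higher and 2 lower. No shift of the set was detected (fry adjusted p = 0.748). Its median was 0.49 over the genes with at least 10 normalized counts in every library, a filter that drops genes absent from a subset, and 0.13 without Col6a1+ replicate 1, and it was negative under the other alternatives. The 6 pan-fibroblast markers were also higher in Col6a1+ CAFs, with a median log2 fold change of 1.93. A lower share of fibroblasts in the Col6a1− CAF libraries stays open. It would move fibroblast genes of both lists towards Col6a1+ CAFs, and these tests cannot separate it from a difference between the subsets. With limma's camera at a preset correlation of 0.01, and with a correlation estimated for each set, the first list passed and the second did not, as with fry, and the other 8 lists of the paper's genes passed under each of these methods. Outside both lists, Apcdd1 and Cd81 of the same panel were lower in Col6a1+ CAFs, with log2 fold changes of -2.60 and -1.80 (limma adjusted p = 0.0110 and 0.0132, and 0.0612 and 0.0746 with the block).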

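Among the genes with roles in epithelial differentiation, the telocyte marker Foxl1 (ENSMUSG00000097084, chromosome 8 from 121127940 to 121130644 of mm10) had 192 ± 62.9 normalized counts (SD, n = 3) in Col6a1+ CAFs and 60.3 ± 20.1 (SD, n = 3) in Col6a1− CAFs. Every Col6a1+ library lay above every Col6a1− library, as 5% of genes would by chance in this direction and 10% in either, but the log2 fold change of 1.66 (standard error 0.43) did not pass an adjusted p of 0.05 (limma adjusted p = 0.0592). It passed over the genes with at least 10 normalized counts in every library (adjusted p = 0.0321) and over those with a mean of at least 10 (adjusted p = 0.0430), and its adjusted p ranged from 0.00351 to 0.262 over the alternatives. Foxl1 lies inside Gm20388, a gene on the same strand with 815 ± 193 normalized counts in Col6a1+ CAFs and 444 ± 138 in Col6a1− CAFs (SD, n = 3 each), so its counts are uncertain. The BMP gene Bmp3 (ENSMUSG00000029335, chromosome 5 from 98854415 to 98884396) had 64.3 ± 27.0 normalized counts in Col6a1+ CAFs against 4.33 ± 2.08 in Col6a1− CAFs (SD, n = 3 each), a log2 fold change of 3.62 (standard error 0.75, limma adjusted p = 0.0225). For Bmp5 (ENSMUSG00000032179, chromosome 9 from 75775364 to 75900310), the normalized counts were 559 ± 253 and 182 ± 47.0, and the log2 fold change was 1.56 (standard error 0.37, limma adjusted p = 0.0425). Bmp5 did not pass when 0.1 was added to the values in place of 1 (adjusted p = 0.0609). The largest normalized counts of this group were those of the Wnt ligand Wnt5a (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527447), with 767 ± 239 in Col6a1+ CAFs and 208 ± 47.5 in Col6a1− CAFs and a log2 fold change of 1.86 (standard error 0.32, limma adjusted p = 0.0105). With the replicate number as a block, the adjusted p rose to 0.108 for Bmp3, 0.119 for Bmp5 and 0.0974 for Wnt5a. Over all alternatives it ranged from 0.00218 to 0.185, from 0.00123 to 0.301 and from 6.16e-05 to 0.170, respectively. Bmp3, Bmp5 and Wnt5a did not pass when any 1 library was left out, and the 4 genes' log2 fold changes then were 1.21 or more in every fit.

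**Figure D1:**
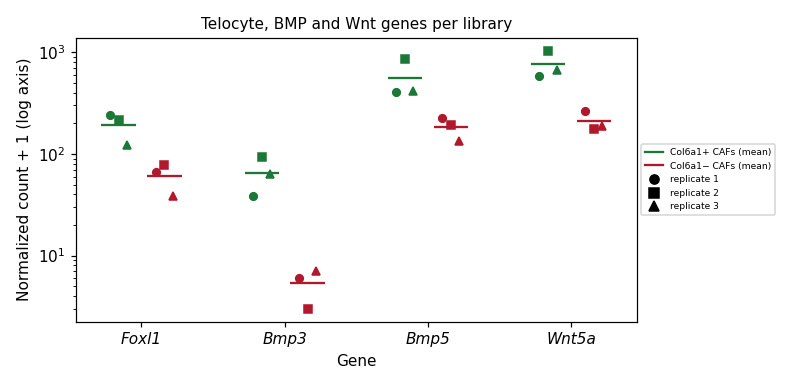
Normalized counts plus 1 of Foxl1, Bmp3, Bmp5 and Wnt5a on a log axis, with 1 point per library (the shape gives the replicate number) and a bar at the mean of 3 libraries. The 3 Col6a1+ CAF libraries lie above the 3 Col6a1− CAF libraries for each gene.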

Col6a1+ CAFs, in particular, showed increased expression of telocyte markers (*Foxl1*), BMPs (*Bmp3*, *Bmp5*), and Wnt signaling regulators (*Wnt5a*), which play a significant role in homeostatic epithelial cell differentiation [3,9,25]. Notably, Col6a1+ CAFs expressed CD201, which we have previously identified as a marker of PDGFRa^hi^ fibroblasts and pericytes [25] and localized adjacent to neoplastic cells, similar to their normal counterparts (Figure 1D,E) [25]. Conversely, Col6a1− CAFs sustained their increased expression of stem cell maintenance mediators and trophocyte markers, such as *Wnt2*, *Cd34*, and *Pi16* (Figure 1C) [3,9,25]. It should be noted that this subset includes all trophocytes and the majority of PDGFRα^lo^ fibroblasts, which we cannot distinguish in these experiments. In addition, Col6a1+ CAFs showed enrichment in genes associated with vasoconstriction and blood pressure, which is consistent with the targeting of pericytes by the *Col6a1Cre* mouse (Figure 1C) [25]. 

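Wnt2 (ENSMUSG00000010797, chromosome 6 from 17988940 to 18030585 of mm10) had 23.3 ± 11.6 normalized counts (SD, n = 3) in Col6a1− CAFs and at most 3 in any Col6a1+ CAF library, so that it was at least 7.78-fold lower in Col6a1+ CAFs. The 3 libraries of each subset did not overlap, but the difference did not pass an adjusted p of 0.05 over all genes tested (limma adjusted p = 0.0678). It passed with limma-voom (adjusted p = 0.0101), and over its alternatives the adjusted p ranged from 0.0101 to 0.268. Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279) had 144 ± 42.0 normalized counts in Col6a1− CAFs and 16.7 ± 6.66 in Col6a1+ CAFs (SD, n = 3 each). Its log2 fold change of -3.06 (standard error 0.51) passed with a limma adjusted p of 0.00782, but not with the replicate number as a block (adjusted p = 0.0612) or when any 1 library was left out, with a range of 1.93e-04 to 0.140 over the alternatives. In the fits that left out 1 library, its log2 fold change stayed between -3.34 and -2.81. For Pi16 (ENSMUSG00000024011, chromosome 17 from 29318877 to 29329413), the Col6a1− CAF libraries held 4, 48 and 29 normalized counts and the Col6a1+ CAF libraries 0, 4 and 1. Its levels overlapped between the subsets, and its log2 fold change of -3.17 (standard error 1.17) did not pass in the test (limma adjusted p = 0.186) or at an adjusted p of 0.05 under any alternative tried, over which the adjusted p ranged from 0.0703 to 0.532. It passed the criterion of an unadjusted p under 0.05 with an absolute log2 fold change over 1.

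**Figure D2:**
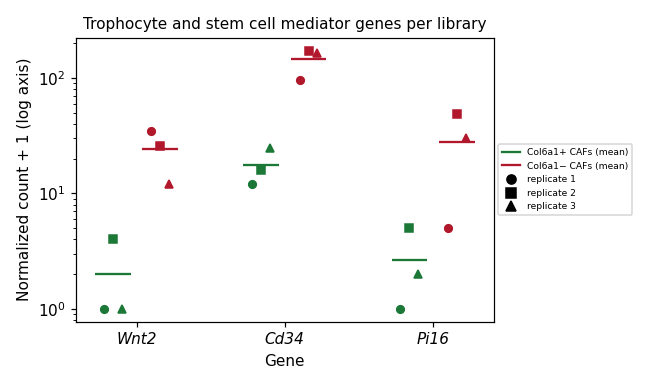
Normalized counts plus 1 of Wnt2, Cd34 and Pi16 on a log axis, with 1 point per library (the shape gives the replicate number) and a bar at the mean of 3 libraries. The subsets do not overlap for Wnt2 and Cd34, and for Pi16 the Col6a1− replicate 1 library lies level with Col6a1+ replicate 2 at 4 normalized counts.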

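The endothelial regulation panel of Fig. 1C lists 27 genes, of which 26 had a value among the genes tested. Of these, 22 were higher in Col6a1+ CAFs, with a median log2 fold change of 1.83. An adjusted p of 0.05 over all genes was passed by 10 of them, all higher in Col6a1+ CAFs: Ednrb, Kcnj8, Casq2, Ednra, Acta2, Cav1, Procr, Ptgs2, Wnt5a and Rgs2. When adjusted over the list alone, 15 were higher and Scn2b was lower, with a log2 fold change of -4.06. Scn2b had 0, 22 and 21 normalized counts in the Col6a1+ CAF libraries. When 1 library was left out, its log2 fold change lay between -4.83 and -2.57. As a set, the genes of the panel were higher in Col6a1+ CAFs, without and with the replicate number as a block (fry adjusted p = 5.13e-04 and 0.00955). No single gene passed with the block, nor without Col6a1+ replicate 1, Col6a1+ replicate 2, Col6a1+ replicate 3 or Col6a1− replicate 1, whereas the set passed in each of these fits. The largest change was that of Ednrb, an endothelin receptor, with 574 ± 89.8 normalized counts in Col6a1+ CAFs against 19.7 ± 3.21 in Col6a1− CAFs (SD, n = 3 each) and a log2 fold change of 4.80 (standard error 0.36, limma adjusted p = 2.41e-04). Kcnj8, a potassium channel gene, had a log2 fold change of 4.59 (standard error 0.49), and that of the endothelin receptor gene Ednra was 3.88 (standard error 0.35). The smooth muscle actin gene Acta2 (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255336 of mm10) had 14400 ± 5586 normalized counts in Col6a1+ CAFs and 1137 ± 705 in Col6a1− CAFs (SD, n = 3 each). Its log2 fold change was 3.88 (standard error 0.55, limma adjusted p = 0.00353, and 0.0957 with the block, within 6.16e-09 to 0.195 over its alternatives). Procr (ENSMUSG00000027611, chromosome 2 from 155751117 to 155755471), which encodes CD201, had 1918 ± 469.6 normalized counts in Col6a1+ CAFs and 360.3 ± 59.4 in Col6a1− CAFs (SD, n = 3 each). Its log2 fold change of 2.39 (standard error 0.30) had a limma adjusted p of 0.00203, which rose to 0.0612 with the block and ranged from 1.72e-07 to 0.140 over its alternatives.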

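Of the 26402 genes tested between the 3 Col6a1+ and the 3 Col6a1− CAF libraries, 703 were higher in Col6a1+ CAFs and 517 were higher in Col6a1− CAFs at a limma adjusted p under 0.05. At the looser criterion of an unadjusted p under 0.05 and an absolute log2 fold change over 1, which the dotted lines of the volcano plots in Fig. 2 mark, the numbers were 1607 and 2273. At a false discovery rate under 0.05, the authors' deposited DESeq test gave 158 genes higher in Col6a1+ CAFs and 154 in Col6a1− CAFs. Of these, 279 also passed with limma, all in the same direction. Rgs5, Ednrb and Bmp3 were under 0.05 there. Col6a1 (0.191), Acta2 (0.183), Procr (0.299), Pdgfra (0.457), Wnt5a (0.462) and Bmp5 (0.679) were not. The ranges over alternatives leave that test out. The median log2 fold change of all genes was -0.27, and it was -0.15 over the 13515 genes with a mean of at least 10 normalized counts. When 1 library was left out, the median of all genes lay between -0.33 (without Col6a1+ replicate 2) and -0.12 (without Col6a1+ replicate 1). With the replicate block no gene passed an adjusted p of 0.05 (smallest adjusted p 0.0612), although 1851 genes were higher and 2567 lower in Col6a1+ CAFs at an unadjusted p under 0.05. Leaving out Col6a1+ replicate 1, Col6a1+ replicate 2, Col6a1+ replicate 3 or Col6a1− replicate 1 also left no gene below an adjusted p of 0.05, with 2434, 1655, 1526 and 1615 genes higher in Col6a1+ CAFs at an unadjusted p under 0.05 and 2639, 2418, 2029 and 2523 lower. Without Col6a1− replicate 2, 98 genes were higher and 166 lower at an adjusted p under 0.05, and without Col6a1− replicate 3, 63 and 125. With the block over these 13515 genes, a combination chosen after seeing the data, 981 genes were higher and 871 lower in Col6a1+ CAFs. The pericyte gene Rgs5 (ENSMUSG00000026678, chromosome 1 from 169655501 to 169695813 of mm10) had the smallest adjusted p of all genes. It had 34368 ± 6809 normalized counts in Col6a1+ CAFs and 502 ± 202 in Col6a1− CAFs (SD, n = 3 each), a log2 fold change of 6.16 (standard error 0.35, limma adjusted p = 1.01e-04, with a range of 4.34e-15 to 0.140 over its alternatives). Pdgfra, which encodes PDGFRα, was also higher in Col6a1+ CAFs, with a log2 fold change of 2.04 (standard error 0.32, limma adjusted p = 0.00588, and 0.0612 with the block, within 5.37e-06 to 0.140 over its alternatives). The microRNA gene Mir7025 overlaps it on the same strand.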

To further validate this result, we compared the genes enriched in Col6a1+ CAFs versus Col6a1− CAFs with a recently published mural gene signature [27]. Interestingly, 33 of the 45 genes of this signature were also found in Col6a1+ CAFs, thus supporting the perivascular role of Col6a1+ CAFs in colitis-associated carcinogenesis (Figure 1F). 

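The 33 genes that Fig. 1F names were all higher in Col6a1+ CAFs, with a median log2 fold change of 3.48. For each of them, the lowest Col6a1+ CAF library lay above the highest Col6a1− CAF library, which chance gives for 5% of genes in this direction and 10% in either. The paper chose these genes on the same 6 libraries, so their shared direction is not independent evidence. The changes of 30 of them passed an adjusted p of 0.05 over all genes tested, and of all 33 when adjusted over the list alone. The remaining genes were Ppp1r12a, Sncg and Pcp4l1, with limma adjusted p-values of 0.0933, 0.0973 and 0.0518. In the authors' deposited DESeq test, 16 of the 33 genes had a false discovery rate under 0.05. As a set, the 33 genes were higher in Col6a1+ CAFs, both without and with the replicate number as a block (fry adjusted p = 5.13e-04 and 0.0136). Singly, none passed with the block or when Col6a1+ replicate 1, Col6a1+ replicate 2, Col6a1+ replicate 3 or Col6a1− replicate 1 was left out, and 9 passed without Col6a1− replicate 2 and 9 without Col6a1− replicate 3. The largest changes were those of Cspg4, Rgs4 and Notch3. Cspg4 (ENSMUSG00000032911, chromosome 9 from 56865033 to 56899870 of mm10), which encodes the pericyte antigen NG2, had 1206 ± 313 normalized counts in Col6a1+ CAFs and 16 ± 4.58 in Col6a1− CAFs (SD, n = 3 each), a log2 fold change of 6.15 (standard error 0.38, limma adjusted p = 1.16e-04). The log2 fold changes of Rgs4 and Notch3 were 6.02 (standard error 0.38) and 5.77 (standard error 0.42). Cox4i2 had no Col6a1− CAF library above 3 normalized counts and was at least 40.7-fold higher in Col6a1+ CAFs. At the other end lay Tinagl1 and Pkig, with log2 fold changes of 1.92 (standard error 0.43) and 1.96 (standard error 0.35). Filip1l, Tagln, Itga7 and Rasl12 overlap a gene on the other strand that had counts of its own, and the paper does not state whether the counting used the strand. The paper takes the genes shared with the mural signature as support for Col6a1+ CAFs having a perivascular role in colitis-associated carcinogenesis.

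**Figure D3:**
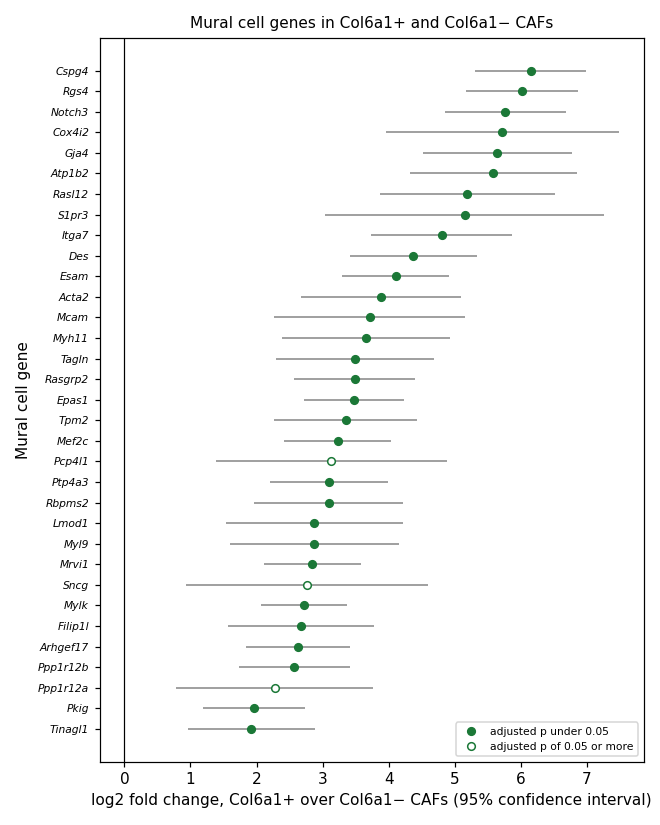
Log2 fold change of the 33 mural cell genes named in Fig. 1F between Col6a1+ and Col6a1− CAFs (3 libraries each), sorted by size, with the 95% confidence interval of each gene as a line. The changes lie between 1.92 and 6.15, and the open points mark the genes with an adjusted p of 0.05 or more.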

Overall, these results suggest that CAFs in AOM/DSS-induced adenomas originate from resident mesenchymal cells, including different fibroblast subsets and pericytes, and partly maintain their physiological properties.

### 2.2. Col6a1+ and Col6a1− CAFs Are Activated in AOM/DSS Colon Carcinogenesis

Despite the maintenance of a minimum homeostatic gene expression signature in Col6a1+ and Col6a1− CAFs, deregulated gene expression analysis in comparison to homeostatic Col6a1+ and Col6a1− IMCs, respectively, showed significant alterations in the gene expression of both subsets. This analysis showed 1045 upregulated and 540 downregulated genes in the Col6a1+ CAFs and 1906 upregulated and 1320 downregulated genes in the Col6a1− CAFs (Figure 2A,B). Comparison between the deregulated genes in the two subsets revealed both common and distinct transcriptional signatures during cancer (Figure 2C and Figure S1A), which was further analyzed through pathway enrichment and network associations using Metascape.org [28] (Figure 2D–F and Figure S1B–D).

The upregulated gene signature shared between Col6a1+ and Col6a1− CAFs (709 genes) was enriched in biological functions related to epithelial cell differentiation, proliferation, and development, indicating that both Col6a1+ and Col6a1− CAFs can directly affect neoplastic cells and drive cancer growth. Accordingly, they can also modulate cell death pathways (formation of the cornified envelope, pyroptosis), whose inhibition is important for cancer progression. Terms associated with cell-cell adhesion and junction organization indicate that CAF activation results in increased cellular interactions, including those between CAFs (muscle-cell adhesion). Notably, several enriched terms (inflammatory response, neutrophil chemotaxis, and response to bacterium) further support the immunoregulatory role of CAFs in CAC and, more specifically, their functions in innate immune responses [1,4,5] (Figure 2D).

Analysis of Col6a1+ CAF’s uniquely upregulated genes revealed significant enrichment in pathways related to blood vessel development, vascular endothelial proliferation, blood circulation, and hemostasis, indicating that Col6a1+ CAFs play a significant role in tumor-associated angiogenesis (Figure 2E). Examples of genes enriched in this process include those encoding for integrins (*Itga7*, *Itga4*, *Itgb3*), molecules of the Notch signaling pathway (*Jag1*, *Hey2*), as well as *Rgs5* and *Angpt4* that are typically expressed by pericytes and smooth muscle cells [29] (Supplementary Table S1). Other enriched pathways, specifically in Col6a1+ CAFs, include those involved in their activation, both towards a myofibroblastic (mesenchymal cell development, muscle contraction) and inflammatory phenotype (response to chemokine). Notably, genes associated with GPCR signaling are significantly upregulated, suggesting a role of GPCR in Col6a1+ fibroblast activation (Figure 2E).

Col6a1− CAFs were highly enriched in metabolic pathways, including the metabolism and biosynthesis of lipids (*Acadl*, *Alb*, *Cpt2*, etc.), amino acids (*Arg2*, *Cs*, *Gss,* etc.), organic acids (*Cftr*, *Slc26a3*, *Acsl1*, etc.), and small molecules (*Alox12*, *Cbs*, *Edn2*, etc.). They also expressed genes that are involved in the secretion and transport of small molecules (various solute carrier family members, *Apoc4*, *Heph*, etc.), suggesting increased secretory functions (Figure 2F and Table S1). Other enriched terms included unique genes related to immune response and epithelial differentiation, further supporting the pro-tumorigenic role of Col6a1− CAFs in CAC (Figure 2F and Table S1).

These findings show that both Col6a1+ and Col6a1− IMCs cells are activated in AOM/DSS-induced colitis-associated carcinogenesis to exert both similar and unique pro-tumorigenic functions. Similar transcriptional profiles suggest an important role both in epithelial cell proliferation and in immune regulation. Unique transcriptional profiles highlight a significant role for Col6a1+ CAFs in tumor-associated angiogenesis and reveal an increased metabolic and secretory phenotype for Col6a1− CAFs.

### 2.3. Col6a1+ and Col6a1− CAFs Support Cancer Cell Growth In Vitro and In Vivo

To define the physiological importance of the two CAF subsets on cancer growth, we next performed a series of in vitro and in vivo experiments. Initially, we assessed the colony formation potential of Caco-2 colon cancer cells grown on top of either Col6a1+ or Col6a1− IMCs. The size of Caco-2 colonies on Col6a1+ IMCs after 3 days in culture was statistically significantly larger in comparison to Col6a1− IMCs; however, the difference was small (Figure 3A–C). We then used a more physiologically relevant in vitro model by co-culturing Col6a1+ or Col6a1− cells with AOM/DSS tumoroids for 3 days. The size of tumoroids was similar in both co-culture conditions (Figure 3D–F). These results show that both fibroblast subsets can support cancer cell proliferation.

To further examine the in vivo role of the two subsets in cancer growth, we performed allograft experiments. We isolated fresh colonic Col6a1+ and Col6a1− IMCs through FACS sorting and co-injected them with MC38 colon cancer cells subcutaneously in the flanks of C57/Bl6 wild-type mice. MC38 cells alone were used as controls. After 15 days, allograft tumors containing either Col6a1+ or Col6a1− IMCs showed no difference in tumor size between the two subsets (Figure 3G). Notably, both IMC subsets were equally represented inside the tumor allografts, as shown by fluorescent microscopy (Figure 3H). Taken together, our results show that both Col6a1+ and Col6a1− IMCs can support cancer growth in vitro and in vivo.

### 2.4. Deletion of IL-1R1 or TNFR1 in Col6a1+ IMCs Is not Sufficient to Ameliorate Colitis-Associated Carcinogenesis

Previous studies have shown that CAFs respond to cytokines (TNF, IL-1β) in the tumor microenvironment to drive their proinflammatory activation [1,4,14]. We have also shown that innate immune sensing by fibroblasts plays a significant role in intestinal tumorigenesis [21,22]. Fibroblast-specific IKKβ deletion using the *Col6a1Cre* mouse resulted in decreased colitis-associated tumorigenesis due to reduced inflammation [22]. To better understand the response of IMCs to cytokines and innate immune signals, we stimulated unsorted intestinal fibroblasts with TNF, IL-1β, and LPS and analyzed their secretome using a Proteome Profiler Array (Figure 4A,B). We found that IMCs respond to all three factors, and the most robust response was upon LPS and IL-1β stimulation (Figure 4A,B). Overexpressed secreted mediators included mainly cytokines (IL-6, IL-11, IL-23, and IL-1β), chemokines (e.g., CXCL1, CXCL2, and CXCL10) and matrix metalloproteinase (MMPs) (MMP-3, MMP-9) (Figure 4A,B). We then used the CXCL2 (or MIP-2) chemokine as a readout and measured the response of sorted Col6a1+ or Col6a1− IMCs in culture supernatants. Interestingly, both IMC subsets responded similarly to all three inducers in vitro (Figure 4C), suggesting that different intestinal fibroblast subsets can respond to inflammatory stimuli and become activated.

Given our previous results on the pro-inflammatory and pro-tumorigenic role of Col6a1+ cells in CAC, we assessed whether in vivo IL-1β or TNF signaling could be upstream of NF-κB activation. For this reason, we crossed *Il1r1^f/f^* [30] and *p55^f/f^* [31] mice with the *Col6a1Cre* strain to specifically inhibit the IL-1R and TNFR pathways in Col6a1+ IMCs and then subjected the mice to the AOM/DSS protocol of colitis-associated carcinogenesis. Both *Il1r1^IMCko^* and *p55^IMCko^* mice developed an equal number of tumors in comparison with their littermate controls (Figure 4D,F). Colon length and colitis scoring were also similar between control and experimental mice, indicating similar levels of inflammation (Figure 4E,G and Figure S2A–F). Notably, similar results were previously also published for Col6a1-specific *Tlr4* deletion [21]. Collectively, these results show that the deletion of a single inflammatory inducer in Col6a1+ cells is not sufficient to reduce inflammation and tumorigenesis, indicating that potential synergistic activation of NF-κB could be driving the pro-inflammatory properties of these cells. Nevertheless, we cannot exclude that deletion of a single inducer in a larger fibroblast subset or in cells preferentially activated by it due to their microenvironment milieu could have a significant effect.

## 3. Discussion

During the last decade, many studies have highlighted the heterogeneity of CAF’s functional characteristics, which may be attributed to their different origins at the cell type (fibroblasts, epithelial cells, endothelial cells, etc.) or subpopulation level [1,4,5]. In this study, we explored the properties and pathophysiological role of Col6a1+ and Col6a1− CAFs in mouse AOM/DSS-induced colitis-associated carcinogenesis, as we have previously shown that the two subsets represent distinct fibroblast populations in the colon [25]. In more detail, colonic cells targeted by the *Col6a1Cre* strain include PDGFRα^hi^ telocytes, pericytes, and a small fraction of PDGFRα^lo^ fibroblasts, while Col6a1− fibroblasts include trophocytes and the majority of PDGFRα^lo^ fibroblasts [25]. 

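Over the 13515 genes with a mean of at least 10 normalized counts, the log2 values of Col6a1+ replicates 2 and 3 had a Pearson correlation of 0.930 (Spearman 0.935), and Col6a1+ replicate 1 stood apart from both, at 0.753 (Spearman 0.791) with each of them. Pairs of Col6a1− CAF libraries had Pearson correlations of 0.859 to 0.897 (Spearman 0.873 to 0.903). Between the subsets, the 9 pairs of libraries had Pearson correlations of 0.545 to 0.795 (Spearman 0.606 to 0.806), so the most similar pair between the subsets was closer than Col6a1+ replicate 1 was to its own group. These 15 correlations are across genes, which are not independent replicates, and no p-value was computed for them. The 5 genes with the largest log2 fold change in each direction were taken from those with an adjusted p under 0.05, a mean of at least 10 normalized counts and no overlap between the subsets. Of those higher in Col6a1+ CAFs, Heyl, a Notch target, was at least 121-fold higher, Olfr78 at least 89.9-fold, 1810011H11Rik at least 88-fold and Fabp7 at least 81.4-fold, and none of these had more than 1 normalized count in any Col6a1− CAF library. These limits rest in part on Col6a1+ replicate 1, without which they were 92.3, 54.8, 54.2 and 61. Ephx3 had 707 ± 254 normalized counts in Col6a1+ CAFs and 4.67 ± 0.577 in Col6a1− CAFs (SD, n = 3 each), a log2 fold change of 6.90 (standard error 0.46, limma adjusted p = 1.23e-04). In the other direction, Slc44a5, which overlaps Gm3076 on the same strand, was at least 89.3-fold lower in Col6a1+ CAFs, Hist3h2ba at least 57.7-fold and the pseudogene Olfr1372-ps1 at least 57.6-fold, and with 1 Col6a1− CAF library left out these limits were 72.2, 50.5 and 49.5 or more. The lipase gene Pnliprp2 and the mucin gene Muc6 had log2 fold changes of -7.79 (standard error 0.95) and -7.32 (standard error 0.88). All 16 epithelial markers examined were lower in Col6a1+ CAFs too, and epithelial cells or their RNA in the Col6a1− CAF libraries stay open as an explanation. Whether the CAFs themselves express Pnliprp2 and Muc6 was not tested. The limma adjusted p-values of these 10 genes lay between 1.23e-04 and 0.00190. With the replicate number as a block they lay between 0.0612 and 0.0708 and none passed, and no gene passed without Col6a1+ replicate 1, Col6a1+ replicate 2, Col6a1+ replicate 3 or Col6a1− replicate 1.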

Gene expression profiles of the two subsets in colitis-associated adenomas also showed significant differences between them, supporting their diverse identities in cancer. Interestingly, they also displayed a significant transcriptional similarity with their respective normal fibroblast subsets, indicating that CAFs can maintain some of their key physiological identities at least at the early stages of adenoma development. More specifically, Col6a1+ CAFs displayed a dual gene expression signature, reflecting a role both in epithelial cell differentiation and vascular function, similar to their normal counterparts. Accordingly, Col6a1− CAFs maintained some trophocyte markers (*Pi16*) and stem cell maintenance mediators (*Wnt2b* and *Grem1*). This similarity in the gene expression signatures of CAF and normal fibroblast subsets supports the significance of resident fibroblast populations as a source of intestinal CAFs upon colitis-induced carcinogenesis. It also indicates that activation of CAFs could be a stepwise process towards their complete reprogramming at the late stages of the disease. 

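Of the stem cell maintenance mediators, Grem1 (ENSMUSG00000074934, chromosome 2 from 113746164 to 113758646 of mm10) had 325 ± 108 normalized counts in Col6a1− CAFs and 161 ± 63.3 in Col6a1+ CAFs (SD, n = 3 each). The subsets did not overlap, but the log2 fold change of -1.05 (standard error 0.41) did not pass an adjusted p of 0.05 (limma adjusted p = 0.222) or under any of its alternatives, over which the adjusted p ranged from 0.121 to 0.520, and it passed the criterion of an unadjusted p under 0.05 with an absolute log2 fold change over 1. It was -0.67 without Col6a1+ replicate 1 and -0.80 without Col6a1− replicate 1, and so missed that criterion in those fits. Wnt2b (ENSMUSG00000027840, chromosome 3 from 104945272 to 104961921) had 13, 32 and 14 normalized counts in the Col6a1− CAF libraries and 0, 67 and 15 in the Col6a1+ CAF libraries. Its log2 fold change was -0.89 (standard error 1.35, limma adjusted p = 0.725), although its mean was higher in Col6a1+ CAFs, because Col6a1+ replicate 1 held no count. Without Col6a1+ replicate 1 its log2 fold change was 0.79, and with array quality weights, an alternative chosen after seeing the data, 0.15, so that its direction depended on 1 library. The spread between the libraries of Wnt2b was larger than the difference between the subsets.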

Our results are in line with already published data from human single-cell transcriptomic studies, which show that CAFs in colorectal cancer include normal-like fibroblasts that can be subdivided into subsets, similar to the normal tissue [18,19,32].

Focusing on the molecular pathways governing the activation of the two CAF subsets in AOM/DSS-induced tumors, we found that both Col6a1+ and Col6a1− CAFs displayed significant deregulation of genes implicated in carcinogenesis in comparison to normal fibroblasts. These included both common and uniquely deregulated expression profiles between the two subsets. Pathway analysis highlighted the significant and unique enrichment of Col6a1^+^ cells in functions related to angiogenesis, which agrees with the targeting of both pericytes and fibroblasts near capillaries by the *Col6a1Cre* mouse in homeostasis [25]. Notably, perivascular CAFs have been detected in multiple human tumors and have been shown to exert pro-tumorigenic properties through the regulation of endothelial cell proliferation and function [16,33,34]. Accordingly, single-cell analyses of human colorectal tumors have revealed an abundant Rgs5-expressing subset, as well as increased expression of pericyte markers, such as *Pdgfrb*, *Mcam*, etc. [17,18,19,20,32]. Col6a1− CAFs, on the other hand, displayed a unique activated gene signature representing an enhanced metabolic and secretory activity, in agreement with the secretory and metabolic reprogramming of CAFs [1,4,5]. Despite these significant differences, Col6a1+ and Col6a1− fibroblasts displayed similar pro-tumorigenic properties in both in vitro co-culture assays with cancer organoids and in vivo allograft experiments. These experiments suggest that despite their differences, similar and complementary activated pathways in both subsets are sufficient to support cancer cell proliferation and growth. Indeed, the two subsets showed increased expression levels of common or functionally complementary genes related to epithelial and cancer cell proliferation, evasion of apoptosis, and immunoregulation.

Functions related to the regulation of immune responses are particularly important in CAC and the AOM/DSS model since they are driven by tissue damage and concomitant inflammation. We have shown in the past that deletion of immune-related genes, such as *Ikk2* and *Myd88* in Col6a1+ fibroblasts, results in reduced spontaneous and/or colitis-associated carcinogenesis [21,22]. Indeed, we show here that intestinal fibroblasts respond to common immune stimuli, such as IL-1β, TNF, and LPS, and induce a robust pro-inflammatory response, including cytokines, chemokines, matrix metalloproteinases, and other inflammatory mediators. Notably, we show that both Col6a1+ and Col6a1− subsets respond similarly to innate stimuli, at least in vitro, and are thus not characterized by inherent differences in the ability to mount an inflammatory response. Deletion of IL-1R1 or TNFR1, specifically in *Col6a1Cre*-expressing cells, was not sufficient to reduce colon tumorigenesis in the AOM/DSS models. Accordingly, deletion of TLR4 signaling in these cells had a similar effect [21]. This may seem to be in contrast with the anti-tumorigenic effect of IKKβ deletion using the same genetic tools and mouse model [22]. However, each one of these stimuli can drive activation of ΝF-κB signaling, and the absence of more than one may be necessary to dampen ΝF-κB in these cells. Furthermore, since Col6a1− cells are also able to respond to inflammatory stimuli, the microenvironmental milieu of individual cells plays a crucial role in their in vivo activation. As such, deletion of individual receptors in another or in multiple subsets may be sufficient to inhibit carcinogenesis in vivo. Indeed, IL-1 signaling in Grem1^+^ cells is sufficient and necessary for recovery after DSS-induced colitis [35].

Overall, our study offers valuable insights into the origins, pathophysiological role, and molecular pathways governing CAF activation in the AOM/DSS model of colitis-associated carcinogenesis, highlighting the complementarity of CAF subset-specific activator signals and functions.

## 4. Materials and Methods

### 4.1. Mice and Study Approval

*Col6a1Cre* [36], *Il1r1^f/f^* [30] (a gift from Emmanuel Pinteaux, Ari Waisman, and Werner Muller), and *p55TNFR1^f/f^* [31] mice have been previously described. *Rosa26-mT/mG* mice were purchased from the Jackson Laboratory [37]. All mice were maintained on a C57/Bl6 background, and experiments were performed using littermate, co-housed control, and experimental mice. Both male and female mice were used at the ages of 2–6 months. Mice were maintained under specific pathogen-free conditions in the Animal House of the Biomedical Sciences Research Center “Alexander Fleming”. Animal studies were approved by the Institutional Committee of Protocol Evaluation in conjunction with the Veterinary Service Management of the Hellenic Republic Prefecture of Attika according to all current European and national legislation under the permissions: 1253-10/03/2014, 5759-26/11/2015, 8443-18/01/2017, 8450-18/01/2017, and 420750-22/06/2020. Experiments were performed in accordance with the guidance of the Institutional Animal Care and Use Committee of BSRC “Alexander Fleming’’.

### 4.2. Induction of Colitis-Associated Cancer

AOM/DSS colitis-associated cancer (CAC) was induced according to previously published protocols [26]. Briefly, 8–10-week-old mice received a single intraperitoneal injection of AOM (Sigma, St. Louis, MO, USA) followed by three cycles of 2.5% DSS (MW: 36,000–50,000 Da, MP Biomedicals, Santa Ana, CA, USA) in the drinking water. Each DSS cycle was followed by 14 days of regular water. Colitis was monitored by measuring weight loss. At the end of the protocol, mice were sacrificed, the colon was resected, and its length was measured as an indicator of colitis severity. The number of macroscopically visible tumors was counted.

### 4.3. FACS Analysis and Sorting

Colonic tissues or colonic tumors were dissected, washed with HBSS (Gibco, Waltham, MA, USA), containing antibiotic antimycotic solution (Gibco, Waltham, MA, USA), and digested. The colonic tissue was digested in 300 U/mL Collagenase XI (Sigma-Aldrich, St. Louis, MO, USA) and 1 mg/mL Dispase II (Roche, Basel, Switzerland) in DMEM for 60 min at 37 °C. The colonic tumors were digested in 1000 U/mL Collagenase IV (Sigma-Aldrich, St. Louis, MO, USA), 1 mg/mL Dispase II (Roche, Basel, Switzerland), and 100 U/mL Dnase I (Sigma-Aldrich, St. Louis, MO, USA) in DMEM (BioSera, France) in three serial 20-min digestions to increase cell viability. The cell suspension was centrifuged, washed three times in FACS buffer (5% FBS (Biowest, United Kingdom) in PBS), and cells were counted. For staining, 1–2 million cells/100 μL were incubated with the antibodies shown in Table 1. Propidium Iodide (Sigma, St. Louis, MO, USA) was used for live-dead cell discrimination. Sample analysis was performed using the FACSCanto II flow cytometer (BD, San Jose, CA, USA) or the FACSAria III cell sorter (BD, San Jose, CA, USA) and the FACSDiva (BD, San Jose, CA, USA) or FlowJo software (v10.2, FlowJo, LLC, Ashland, OR, USA).

Cultured IMCs isolated from *Col6a1^mTmG^* mice were used for sorting at passage 2 based on their GFP or Tomato fluorescent protein expression using a FACSAria III Cell Sorter (BD Biosciences, San Jose, CA, USA). Cells were grouped as Col6a1+ and Col6a1− IMCs for subsequent experiments.

### 4.4. 3′ RNA Sequencing and Analysis

RNA from FACS-sorted cells was isolated using the Single Cell RNA Purification kit (Norgen Biotek, Thorold, ON, Canada). 3′RNA sequencing and analysis were performed as previously described [25]. In more detail, the quantity and quality of RNA samples were analyzed using the Agilent RNA 6000 Nano on an Agilent bioanalyzer. RNA samples with RNA Integrity Number (RIN) > 7 were used for library preparation using the 3′ mRNA-Seq Library Prep Kit Protocol for Ion Torrent (QuantSeq-LEXOGEN™, Vienna, Austria), according to the manufacturer’s instructions. The quantity and quality of libraries were assessed using the DNA High Sensitivity Kit in the bioanalyzer, according to the manufacturer’s instructions (Agilent, Santa Clara, CA, USA). Libraries were pooled and templated using the Ion PI IC200 Chef Kit (ThermoFisher Scientific, Waltham, MA, USA) on an Ion Proton Chef Instrument or Ion One Touch System. Sequencing was performed using the Ion PITM Sequencing 200 V3 Kit and Ion Proton PI™ V2 chips (ThermoFisher Scientific, Waltham, MA, USA) on an Ion Proton™ System, according to the manufacturer’s instructions. The RNA-Seq FASTQ files were mapped using TopHat2 (version 2.1.1) [38], with default settings and using additional transcript annotation data for the mm10 genome from Illumina iGenomes (https://support.illumina.com/sequencing/sequencing_software/igenome.html, accessed on 30 March 2019). According to the Ion Proton manufacturer’s recommendation, the reads, which remained unmapped, were submitted to a second round of mapping using Bowtie2 (version 1.3.1) [39] against the mm10 genome with the very-sensitive switch turned on and merged with the initial mappings. Through the metaseqr R package (version 4.3.2) [40], GenomicRanges and DESeq were employed to summarize the bam files of the previous step to read counts table and to perform differential expression analysis (after removing genes that had zero counts over all the RNA-Seq samples).

Downstream bioinformatics analysis and visualization were performed using InteractiveVenn for Venn diagrams (www.interactivenn.net, accessed on 30 October 2023) [41] and Metascape (metascape.org, accessed on 30 October 2023) for network plots [28]. Heatmaps were generated in R using an in-house developed script utilizing the package pheatmap (version 1.0.12, https://cran.rproject.org/web/packages/pheatmap/index.html, accessed on 30 October 2023) [42]. We used the Log2-transformed normalized counts of genes for each replicate and performed a z-score transformation for each gene across conditions. Finally, the clustering of gene expression was performed based on pheatmap’s default settings. RNA-seq datasets have been deposited in NCBI’s Gene Expression Omnibus [43] and are accessible through the GEO Series accession number GSE247089.

### 4.5. Isolation and Culture of Primary Mouse Intestinal Mesenchymal Cells

IMC isolation was performed as previously described [44]. Briefly, colons from 6- to 10-week-old mice were isolated, flushed, and washed with ice-cold HBSS (Gibco, Waltham, MA, USA). The epithelial layer was removed after treatment with pre-warmed 5 mM EDTA (Acros Organics, Antwerp, Belgium) and 1 mM DTT (Sigma, St. Louis, MO, USA) in HBSS for 20 min at 37 °C. The remaining colonic tissue was then digested using 300 u/mL Collagenase XI (Sigma, St. Louis, MO, USA) and 0.1 mg/mL Dispase II (Roche, Basel, Switzerland) for 60 min at 37 °C. Samples were filtered through a 70 μm cell strainer, centrifuged, and the cell pellet was resuspended in complete culture DMEM medium (BioSera, France) supplemented with 10% FBS (Biowest, Riverside, United Kingdom), 100 U/mL penicillin/100 mg/mL streptomycin (Gibco, Waltham, MA, USA), 2 mM L-Glutamine (Gibco, Waltham, MA, USA), 1 μg/mL amphotericin B (Sigma, St. Louis, MO, USA), and 1% non-essential amino acids (Gibco, Waltham, MA, USA). Cells were plated in culture flasks and passaged 3–4 times.

### 4.6. Tumor Organoids and Co-Culture with IMCs

Tumor organoids were isolated from AOM/DSS-induced tumors and cultured as previously described [45]. Briefly, colonic tumors were isolated, washed, treated with chelation buffer, and digested using 200 U/mL type IV collagenase, 125 μg/mL type II dispase in DMEM) for 2 h at 37 °C. 10.000 tumor fragments were plated at 24-well plates in 30 μL of Matrigel (Cat. No. 356255, Corning, NY, USA). After passaging tumoroids at a 1:4 ratio, they were mixed with 15.000 sorted cultured Col6a1+ or Col6a1− IMCs in 30 μL Matrigel (Corning, NY, USA) in 48 well plates and co-cultured for 72 h. Images were acquired with the Zeiss Axio Observer Z1 microscope. Organoid measurements were performed using the Fiji/ImageJ software (version 1.53).

### 4.7. Caco-2 Co-Culture Assay

The Caco-2 co-culture assay was performed as previously described [46]. In brief, cultured IMCs were sorted based on GFP expression and plated in 48 well plates. After forming a monolayer, 37.500 Caco-2 colon cancer cells were added for 72 h. Images were acquired with the Zeiss Axio Observer Z1 microscope. Colony size was measured using the ImageJ/Fiji software (version 1.53).

### 4.8. Allografts

*Col6a1*-mTmG mice (6 mice/experiment) were sacrificed at a 6–10-week-old age and their colons were dissected and processed, as described in the FACS analysis section. Epithelial, endothelial, immune, and erythroid cells were excluded through negative selection, and cells were sorted based on their GFP/Tomato expression, as Col6a1+ and Col6a1− IMCs. Subcutaneous injections were performed in 6-week-old mice with 10.000 MC38 mouse colon cancer cells mixed with 100.000 Col6a1+ or Col6a1− IMCs in 100 μL DMEM containing 100 U/mL penicillin/100 mg/mL streptomycin (Gibco, Waltham, MA, USA), 2 mM L-Glutamine (Gibco, Waltham, MA, USA), and 1% non-essential amino acids (Gibco, Waltham, MA, USA). 10.000 MC38 cells alone were also injected as controls. Each experimental group included 8 mice. After 15 days, the mice were sacrificed, the allografts were removed, and their width and length were measured using a caliper. Tumor volume was calculated using the ellipsoid volume formula (π/6) × width × length^2^ [47].

### 4.9. Immunohistochemistry

For histopathology, colon tissues were fixed overnight in 10% formalin and embedded in paraffin. 4-μm sections were mounted on slides and stained with hematoxylin and eosin (Sigma-Aldrich, St. Louis, MO, USA). Colitis and inflammation score was assessed as previously described [22].

For immunofluorescence, AOM/DSS-induced colonic tumors were isolated, fixed with 4% PFA/PBS overnight, and serially immersed in sucrose solutions (15% and 30%). Tumors were then embedded in OCT (VWR Chemicals, Radnor, PA, USA), and cryosections were prepared using the LEICA CM1950 cryotome. Staining was performed using the anti-aSMA antibody (1:100, Sigma, St. Louis, MO, USA) and an anti-mouse-A647 secondary antibody (1:500, Invitrogen, Waltham, MA, USA). A mounting medium containing DAPI (Sigma-Aldrich, St. Louis, MO, USA) was used to stain the nuclei. Images were acquired with a Leica TCS SP8X White Light Laser confocal system.

### 4.10. Proteome Profiling

For cytokine determination assays, cells were plated, serum-starved overnight, and stimulated with 2 mg/mL LPS from *E. coli* (Sigma, St. Louis, MO, USA), 10 ng/mL IL-1β (Peprotech, Cranbury, NY, USA), and 10 ng/mL TNF (Sigma, St. Louis, MO, USA) for 24 h. The expression of a variety of secreted mediators was assessed using the Proteome ProfilerTM Array (R&D Systems, Minneapolis, MN, USA Catalog Number: ARY028) according to manufacturer’s instructions. Quantification of signal intensity was performed using the ChemiDoc XRS+ instrument and the Image Lab software (version 5.2, Bio-Rad, Hercules, CA, USA).

### 4.11. MIP-2 Elisa

Cells were plated, serum-starved overnight, and stimulated with 10 ng/mL IL-1β (Peprotech, Cranbury, NY, USA), 10 ng/mL TNF (Sigma, St. Louis, MO, USA), and 2 mg/mL LPS from *E. coli* (Sigma, St. Louis, MO, USA). Supernatants were collected at 24 h, and MIP-2 quantification was performed using the mouse MIP-2 ELISA kit (Peprotech, Cranbury, NY, USA), according to the manufacturer’s instructions.

### 4.12. Statistical Analysis

Data were analyzed using the GraphPad Prism v8 software. Statistical significance was calculated by Student’s *t*-test, and *p* values ≤ 0.05 were considered significant. Data are presented as mean ± SD.

## Figures and Tables

**Figure 1:**
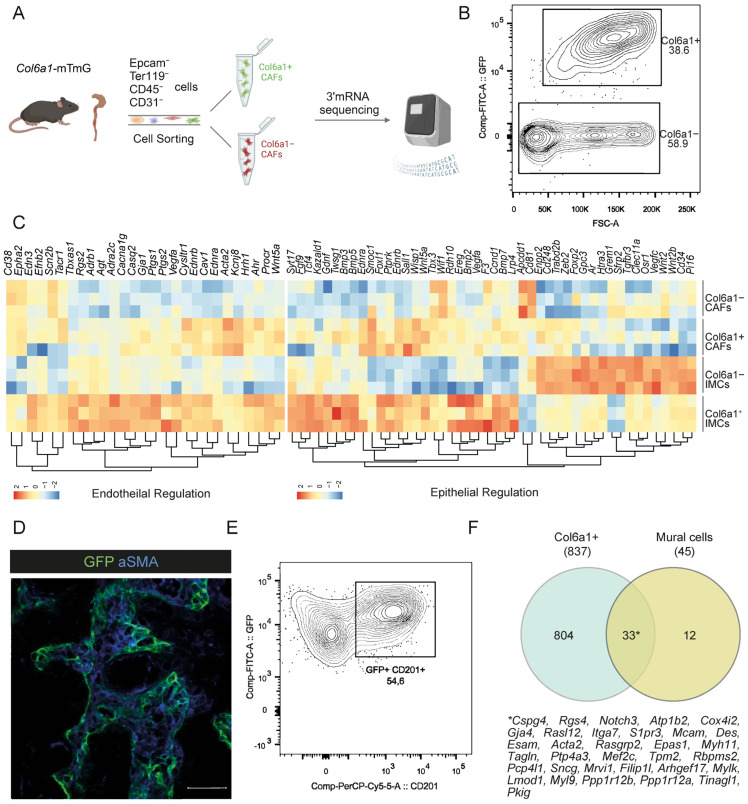
Col6a1+ CAFs and normal fibroblasts display transcriptional similarities. (**A**) Schematic showing the procedure for bulk RNA sequencing of fibroblasts isolated from AOM/DSS-induced adenomas (prepared using Biorender.com). A total of three samples were used for bulk RNA sequencing. Each sample originated from a pool of tumors from five to six mice. (**B**) FACS plot showing the sorting strategy for Col6a1+ and Col6a1− CAFs. (**C**) Heatmap showing gene expression signatures of Col6a1+ and Col6a1− fibroblasts in homeostasis (IMCs) and CAC (CAFs). Log2-transformed normalized read counts of genes for each replicate are shown. Red denotes high expression, and blue denotes low expression values. Read counts are scaled per column. (**D**) Immunohistochemistry for αSMA in AOM/DSS-induced adenomas of *Col6a1*-mTmG mice (n = 5 mice, Scale bar: 50 μm). (**E**) Representative FACS analysis of CD201 expression in Lin−GFP+ cells in AOM/DSS-induced adenomas of *Col6a1*-mTmG mice (n = 2 mice). (**F**) Venn diagram showing similarities in gene expression between Col6a1+ CAFs and mural cells [27].

**Figure 2:**
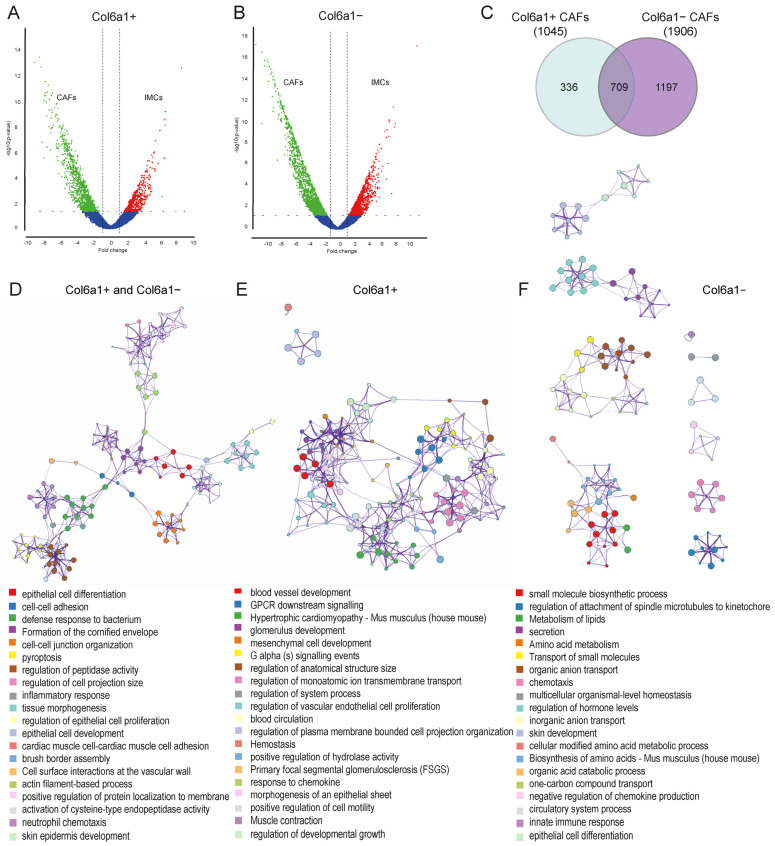
Col6a1+ and Col6a1− CAFs are activated upon AOM/DSS colon carcinogenesis. Volcano plots of deregulated genes in (**A**) Col6a1+ CAFs versus normal Col6a1+ IMCs and (**B**) Col6a1− CAFs versus normal IMCs. (**C**) Venn diagram showing the differential and common upregulated genes in Col6a1+ and Col6a1− CAFs. (**D**) Network of enriched terms in Col6a1+ CAF and Col6a1− CAF common upregulated gene signature. (**E**) Network of enriched terms in Col6a1+ CAF unique gene signature. (**F**) Network of enriched terms in Col6a1− CAF unique upregulated gene signature. Networks are colored by cluster ID, where nodes that share the same cluster ID are typically close to each other (generated through metascape.org).

**Figure 3:**
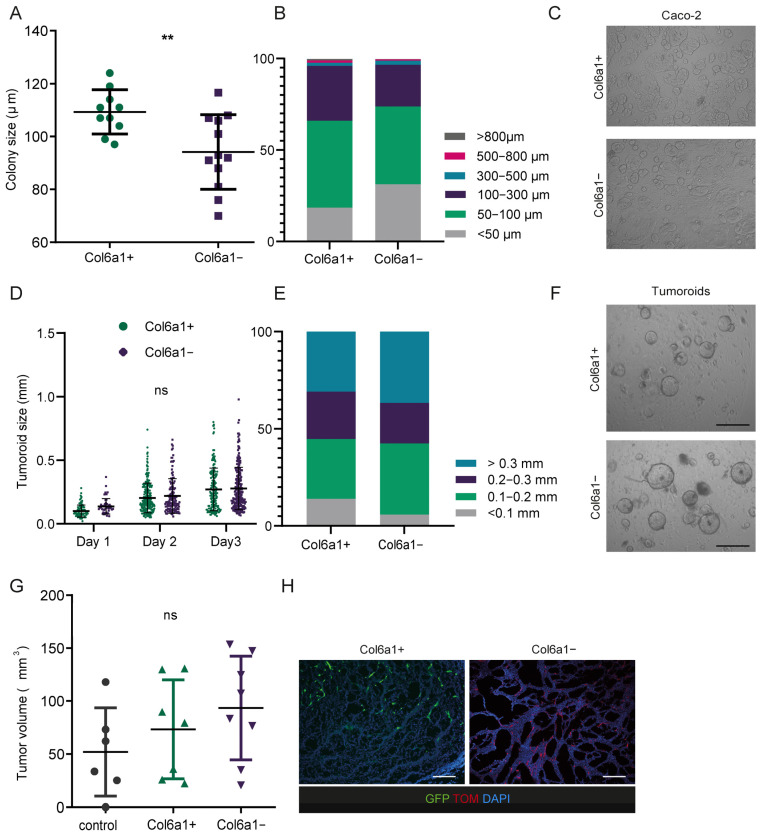
Co-culture experiments and allografts show similar effects of Col6a1+ and Col6a1− CAFs on cancer cell growth. (**A**) Average colony size per well, (**B**) size distribution, and (**C**) representative bright field images of Caco-2 colonies after 3 days of culture on sorted Col6a1+ and Col6a1− colonic IMCs. Data represents mean ± SD from one of three experiments performed, n = 10–12 wells, ** *p* < 0.01, Scale bar = 0.5 mm. (**D**) Tumoroid size per condition for each day of the co-culture, (**E**) size distribution of tumoroids at day 3 of the co-culture, and (**F**) representative bright-field images of AOM/DSS tumoroids at day three of their co-culture with sorted Col6a1+ and Col6a1− colonic IMCs. Data represents mean ± SD of tumoroids from one of three experiments performed. ns = not statistically significant, Scale bar = 1 mm. (**G**) Total volume of allografts after 15 days of growth with Col6a1+ and Col6a1− colonic IMCs. Data represents mean ± SD from one of three experiments performed (n = 6–8), ns = not statistically significant. (**H**) Representative fluorescent images of allografts with sorted Col6a1+ and Col6a1− colonic IMCs. Scale bar = 50 μm.

**Figure 4:**
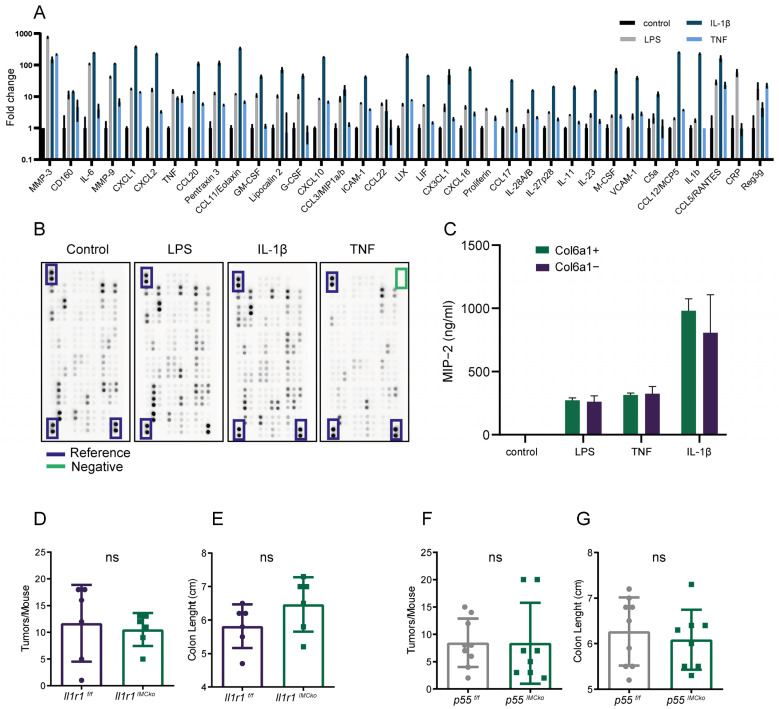
Deletion of IL-1R1 and TNFR1 in Col6a1+ IMCs is not sufficient to ameliorate CAC. (**A**) Proteome profiling of cultured unsorted IMCs upon LPS, IL-1β, and TNF stimulation. Only factors with differences in fold change > 2 in at least one condition are shown. Data represents mean ± SD from one experiment performed in duplicates. (**B**) Image showing the signal intensity of the proteome profile assay as obtained from the ChemiDoc XRS^+^ instrument. (**C**) MIP-2 quantification in the supernatants of Col6a1+ and Col6a1− IMCs stimulated for 24 h with LPS, TNF, and IL-1β. One representative of two independent experiments performed in triplicates is presented. (**D**) Number of tumors per mouse and (**E**) colon length in *Il1r1*^IMCko^ mice (n = 6) and their littermate controls (n = 6) at the end of the AOM/DSS protocol (one representative experiment of four performed). (**F**) Number of tumors per mouse and (**G**) colon length in *p55*^IMCko^ mice (n = 8) and their littermate controls (n = 9) at the end of the AOM/DSS protocol (one representative experiment of two performed). ns, not statistically significant.

**Table 1:** Antibodies used in flow cytometry and immunohistochemistry.

Antigen	Conjugate	Clone/Cat. Number	Company	Use	
CD45	A700	30-F11	BioLegend, San Diego, CA, USA.	FC	Lineage-Antibodies
CD326 (EpCAM)	APC-efluor780	G8.8	eBioscience, Waltham, MA, USA.	FC	
Ter119	APC-efluor780	TER-119	eBioscience, Waltham, MA, USA.	FC	
CD31	APC/Fire 750	390	BioLegend, San Diego, CA, USA.	FC	
CD201	PE/Cy5	eBio1560	Invitrogen, Waltham, MA, USA	FC	
α-SMA	unconjugated	1A4	Sigma, St. Louis, MO, USA	IHC	
Anti-mouse-IgG	A647	A-21235	Invitrogen, Waltham, MA, USA	IHC	Secondary

FC, Flow Cytometry; IHC, Immunohistochemistry.

## Data Availability

The RNA-seq datasets generated and analyzed during the current study are accessible through the GEO Series accession number GSE247089.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25010148/s1.

## References

[1] Koliaraki V., Prados A., Armaka M., Kollias G. (2020). The mesenchymal context in inflammation, immunity and cancer. Nat. Immunol..

[2] Plikus M.V., Wang X., Sinha S., Forte E., Thompson S.M., Herzog E.L., Driskell R.R., Rosenthal N., Biernaskie J., Horsley V. (2021). Fibroblasts: Origins, definitions, and functions in health and disease. Cell.

[3] McCarthy N., Kraiczy J., Shivdasani R.A. (2020). Cellular and molecular architecture of the intestinal stem cell niche. Nat. Cell Biol..

[4] Kalluri R. (2016). The biology and function of fibroblasts in cancer. Nat. Rev. Cancer.

[5] Kobayashi H., Gieniec K.A., Lannagan T.R., Wang T., Asai N., Mizutani Y., Iida T., Ando R., Thomas E.M., Sakai A. (2022). The Origin and Contribution of Cancer-Associated Fibroblasts in Colorectal Carcinogenesis. Gastroenterology.

[6] Caligiuri G., Tuveson D.A. (2023). Activated fibroblasts in cancer: Perspectives and challenges. Cancer Cell.

[7] Chen Y., McAndrews K.M., Kalluri R. (2021). Clinical and therapeutic relevance of cancer-associated fibroblasts. Nat. Rev. Clin. Oncol..

[8] Helms E., Onate M.K., Sherman M.H. (2020). Fibroblast Heterogeneity in the Pancreatic Tumor Microenvironment. Cancer Discov..

[9] Chalkidi N., Paraskeva C., Koliaraki V. (2022). Fibroblasts in intestinal homeostasis, damage, and repair. Front. Immunol..

[10] Kinchen J., Chen H.H., Parikh K., Antanaviciute A., Jagielowicz M., Fawkner-Corbett D., Ashley N., Cubitt L., Mellado-Gomez E., Attar M. (2018). Structural Remodeling of the Human Colonic Mesenchyme in Inflammatory Bowel Disease. Cell.

[11] Smillie C.S., Biton M., Ordovas-Montanes J., Sullivan K.M., Burgin G., Graham D.B., Herbst R.H., Rogel N., Slyper M., Waldman J. (2019). Intra- and Inter-cellular Rewiring of the Human Colon during Ulcerative Colitis. Cell.

[12] Friedrich M., Pohin M., Jackson M.A., Korsunsky I., Bullers S.J., Rue-Albrecht K., Christoforidou Z., Sathananthan D., Thomas T., Ravindran R. (2021). IL-1-driven stromal-neutrophil interactions define a subset of patients with inflammatory bowel disease that does not respond to therapies. Nat. Med..

[13] Huang B., Chen Z., Geng L., Wang J., Liang H., Cao Y., Chen H., Huang W., Su M., Wang H. (2019). Mucosal Profiling of Pediatric-Onset Colitis and IBD Reveals Common Pathogenics and Therapeutic Pathways. Cell.

[14] Biffi G., Oni T.E., Spielman B., Hao Y., Elyada E., Park Y., Preall J., Tuveson D.A. (2019). IL1-Induced JAK/STAT Signaling Is Antagonized by TGFβ to Shape CAF Heterogeneity in Pancreatic Ductal Adenocarcinoma. Cancer Discov..

[15] Elyada E., Bolisetty M., Laise P., Flynn W.F., Courtois E.T., Burkhart R.A., Teinor J.A., Belleau P., Biffi G., Lucito M.S. (2019). Cross-Species Single-Cell Analysis of Pancreatic Ductal Adenocarcinoma Reveals Antigen-Presenting Cancer-Associated Fibroblasts. Cancer Discov..

[16] Foster D.S., Januszyk M., Delitto D., Yost K.E., Griffin M., Guo J., Guardino N., Delitto A.E., Chinta M., Burcham A.R. (2022). Multiomic analysis reveals conservation of cancer-associated fibroblast phenotypes across species and tissue of origin. Cancer Cell.

[17] Lee H.O., Hong Y., Etlioglu H.E., Cho Y.B., Pomella V., Van den Bosch B., Vanhecke J., Verbandt S., Hong H., Min J.-W. (2020). Lineage-dependent gene expression programs influence the immune landscape of colorectal cancer. Nat. Genet..

[18] Qi J., Sun H., Zhang Y., Wang Z., Xun Z., Li Z., Ding X., Bao R., Hong L., Jia W. (2022). Single-cell and spatial analysis reveal interaction of FAP+ fibroblasts and SPP1+ macrophages in colorectal cancer. Nat. Commun..

[19] Becker W.R., Nevins S.A., Chen D.C., Chiu R., Horning A.M., Guha T.K., Laquindanum R., Mills M., Chaib H., Ladabaum U. (2022). Single-cell analyses define a continuum of cell state and composition changes in the malignant transformation of polyps to colorectal cancer. Nat. Genet..

[20] Pelka K., Hofree M., Chen J.H., Sarkizova S., Pirl J.D., Jorgji V., Bejnood A., Dionne D., Ge W.H., Xu K.H. (2021). Spatially organized multicellular immune hubs in human colorectal cancer. Cell.

[21] Koliaraki V., Chalkidi N., Henriques A., Tzaferis C., Polykratis A., Waisman A., Muller W., Hackam D.J., Pasparakis M., Kollias G. (2019). Innate Sensing through Mesenchymal TLR4/MyD88 Signals Promotes Spontaneous Intestinal Tumorigenesis. Cell Rep..

[22] Koliaraki V., Pasparakis M., Kollias G. (2015). IKKβ in intestinal mesenchymal cells promotes initiation of colitis-associated cancer. J. Exp. Med..

[23] Pallangyo C.K., Ziegler P.K., Greten F.R. (2015). IKKβ acts as a tumor suppressor in cancer-associated fibroblasts during intestinal tumorigenesis. J. Exp. Med..

[24] Wagner E.F. (2016). Cancer: Fibroblasts for all seasons. Nature.

[25] Melissari M.T., Henriques A., Tzaferis C., Prados A., Sarris M.E., Chalkidi N., Mavroeidi D., Chouvardas P., Grammenoudi S., Kollias G. (2021). Col6a1^+^/CD201^+^ mesenchymal cells regulate intestinal morphogenesis and homeostasis. Cell. Mol. Life Sci..

[26] Neufert C., Becker C., Neurath M.F. (2007). An inducible mouse model of colon carcinogenesis for the analysis of sporadic and inflammation-driven tumor progression. Nat. Protoc..

[27] Muhl L., Genové G., Leptidis S., Liu J., He L., Mocci G., Sun Y., Gustafsson S., Buyandelger B., Chivukula I.V. (2020). Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. Nat. Commun..

[28] Zhou Y., Zhou B., Pache L., Chang M., Khodabakhshi A.H., Tanaseichuk O., Benner C., Chanda S.K. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

[29] Dasgupta S., Ghosh T., Dhar J., Bhuniya A., Nandi P., Das A., Saha A., Das J., Guha I., Banerjee S. (2021). RGS5-TGFβ-Smad2/3 axis switches pro- to anti-apoptotic signaling in tumor-residing pericytes, assisting tumor growth. Cell Death Differ..

[30] Abdulaal W.H., Walker C.R., Costello R., Redondo-Castro E., Mufazalov I.A., Papaemmanouil A., Rothwell N.J., Allan S.M., Waisman A., Pinteaux E. (2016). Characterization of a conditional interleukin-1 receptor 1 mouse mutant using the Cre/LoxP system. Eur. J. Immunol..

[31] Van Hauwermeiren F., Armaka M., Karagianni N., Kranidioti K., Vandenbroucke R.E., Loges S., Van Roy M., Staelens J., Puimège L., Palagani A. (2013). Safe TNF-based antitumor therapy following p55TNFR reduction in intestinal epithelium. J. Clin. Investig..

[32] Li S., Lu R., Shu L., Chen Y., Zhao J., Dai J., Huang Q., Li X., Meng W., Long F. (2022). An integrated map of fibroblastic populations in human colon mucosa and cancer tissues. Commun. Biol..

[33] Verginadis I.I., Avgousti H., Monslow J., Skoufos G., Chinga F., Kim K., Leli N.M., Karagounis I.V., Bell B.I., Velalopoulou A. (2022). A stromal Integrated Stress Response activates perivascular cancer-associated fibroblasts to drive angiogenesis and tumour progression. Nat. Cell Biol..

[34] Berger M., Bergers G., Arnold B., Hämerling G.J., Ganss R. (2005). Regulator of G-protein signaling-5 induction in pericytes coincides with active vessel remodeling during neovascularization. Blood.

[35] Cox C.B., Storm E.E., Kapoor V.N., Chavarria-Smith J., Lin D.L., Wang L., Li Y., Kljavin N., Ota N., Bainbridge T.W. (2021). IL-1R1-dependent signaling coordinates epithelial regeneration in response to intestinal damage. Sci. Immunol..

[36] Armaka M., Apostolaki M., Jacques P., Kontoyiannis D.L., Elewaut D., Kollias G. (2008). Mesenchymal cell targeting by TNF as a common pathogenic principle in chronic inflammatory joint and intestinal diseases. J. Exp. Med..

[37] Muzumdar M.D., Tasic B., Miyamichi K., Li L., Luo L. (2007). A global double-fluorescent Cre reporter mouse. Genesis.

[38] Kim D., Pertea G., Trapnell C., Pimentel H., Kelley R., Salzberg S.L. (2013). TopHat2: Accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[39] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[40] Moulos P., Hatzis P. (2015). Systematic integration of RNA-Seq statistical algorithms for accurate detection of differential gene expression patterns. Nucleic Acids Res..

[41] Heberle H., Meirelles G.V., Da Silva F.R., Telles G.P., Minghim R. (2015). InteractiVenn: A web-based tool for the analysis of sets through Venn diagrams. BMC Bioinform..

[42] Core Team R. (2014). R: A Language and Environment for Statistical Computing.

[43] Edgar R., Domrachev M., Lash A.E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[44] Koliaraki V., Kollias G. (2016). Isolation of intestinal mesenchymal cells from adult mice. Bio-Protocol.

[45] Xue X., Shah Y.M. (2013). In vitro organoid culture of primary mouse colon tumors. J. Vis. Exp..

[46] Shaker A., Swietlicki E.A., Wang L., Jiang S., Onal B., Bala S., DeSchryver K., Newberry R., Levin M.S., Rubin D.C. (2010). Epimorphin deletion protects mice from inflammation-induced colon carcinogenesis and alters stem cell niche myofibroblast secretion. J. Clin. Investig..

[47] Tomayko M.M., Reynolds C.P. (1989). Determination of subcutaneous tumor size in athymic (nude) mice. Cancer Chemother Pharmacol..

# Supplementary material for: Activation and Functions of Col6a1+ Fibroblasts in Colitis-Associated Cancer
**Source:** Int J Mol Sci. 2023 Dec 21;25(1):148. doi: 10.3390/ijms25010148
**Supplement:** Supplementary file 1

## Supplementary Figures

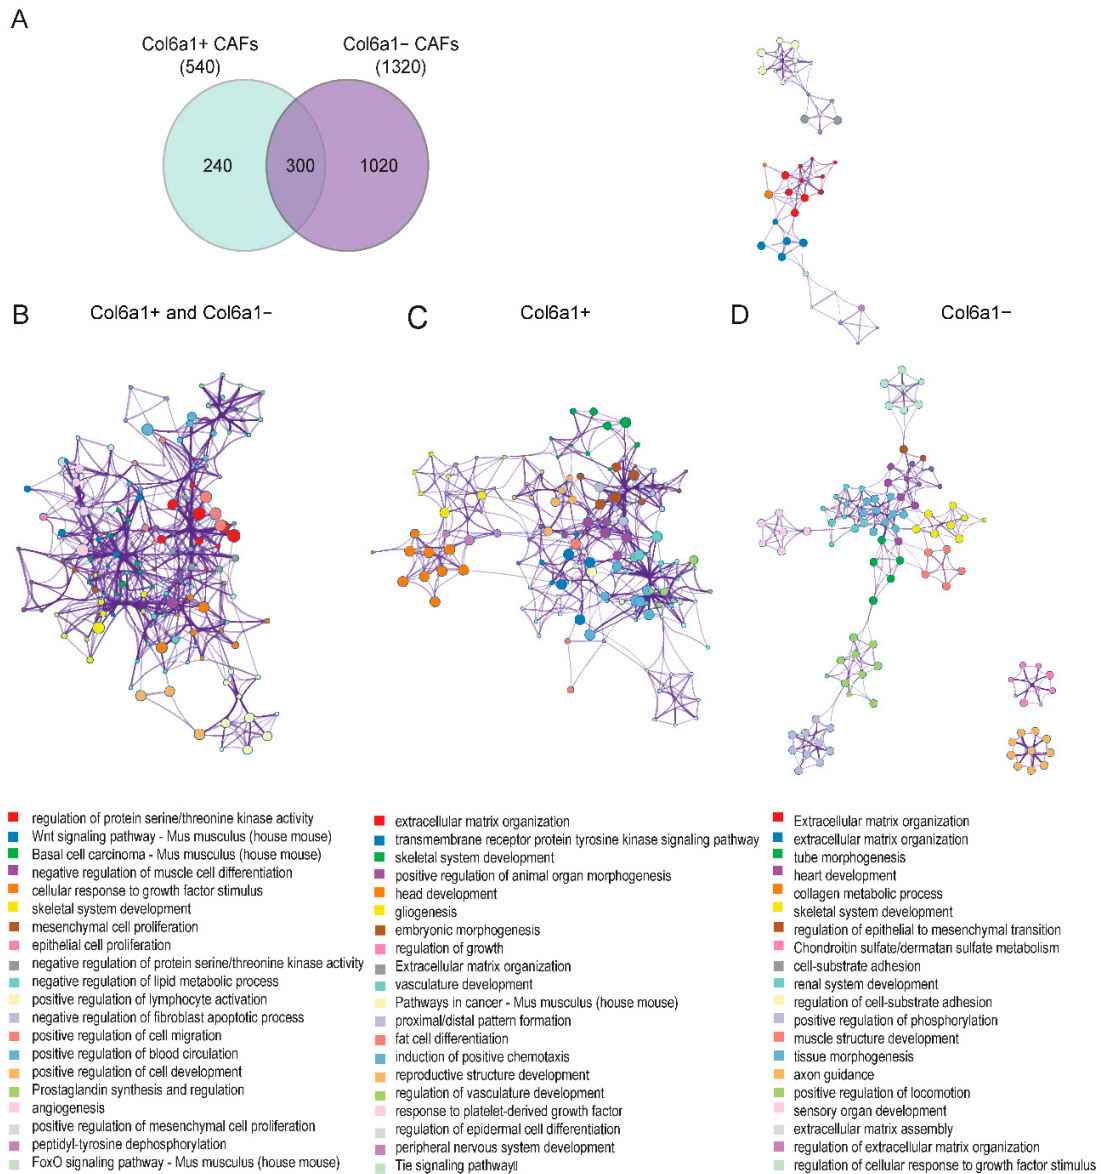

**Supplementary Figure S1.** Col6a1+ and Col6a1- CAFs are activated upon AOM/DSS colon carcinogenesis. (A) Venn diagram showing the differential and common downregulated genes in Col6a1+ and Col6a1- CAFs. (B) Network of enriched terms in Col6a1+ CAF and Col6a1- CAF common downregulated gene signature. (C) Network of enriched terms in Col6a1+ CAF unique downregulated gene signature. (D) Network of enriched terms in Col6a1- CAF unique downregulated gene signature. Networks are colored by cluster ID, where nodes that share the same cluster ID are typically close to each other (generated through metaspape.org).

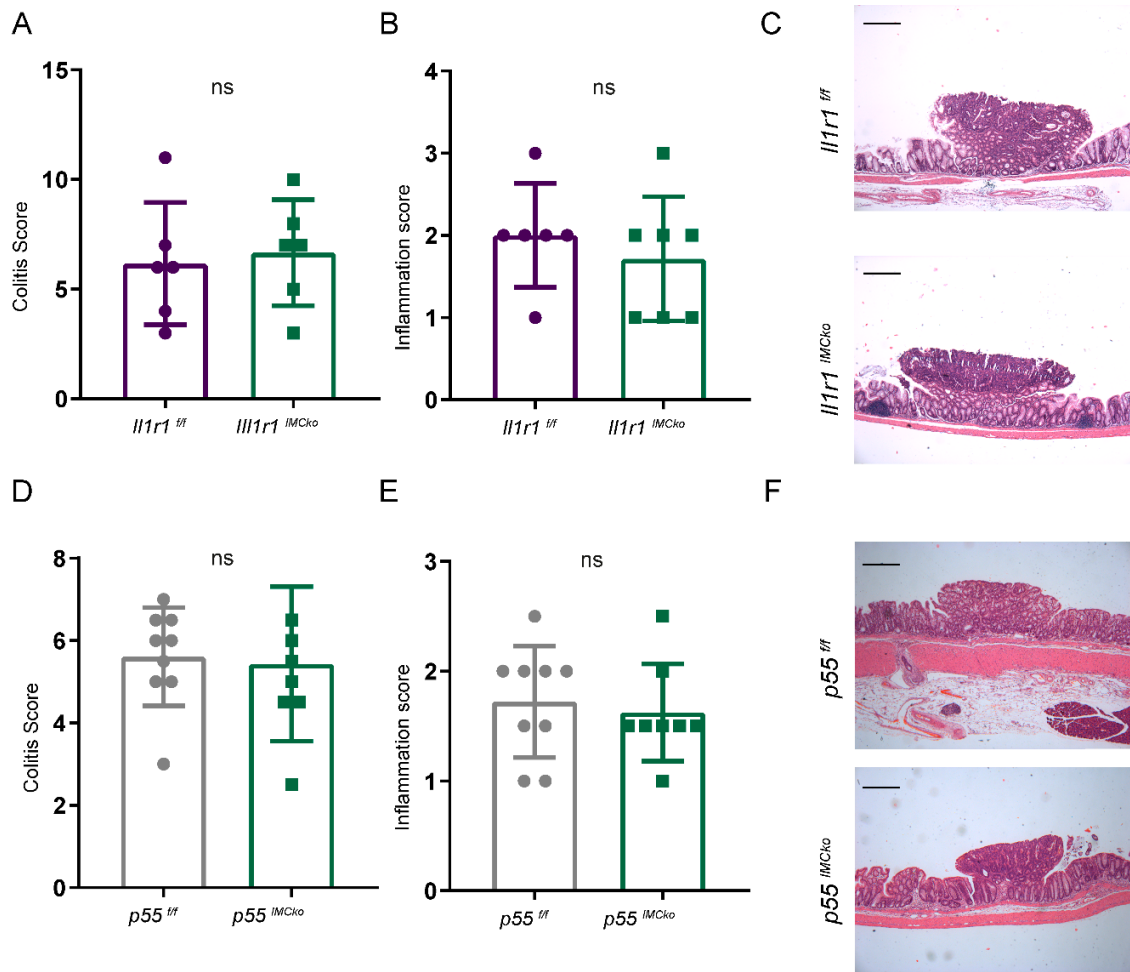

**Supplementary Figure S2.** Deletion of IL-1R1 and TNF-R1 in Col6a1+ IMCs does not affect colitis or inflammation score. (A) Colitis score and (B) Inflammation score per mouse, and (C) representative H/E pictures of adenomas in *Il1r1*<sup>IMCKo</sup> mice (n = 6) and their littermate controls (n = 6) at the end of the AOM/DSS protocol (one representative experiment of four performed). (D) Colitis score and (E) Inflammation score per mouse and (F) representative H/E pictures of adenomas in *p55*<sup>IMCKo</sup> mice (n = 8) and their littermate controls (n = 9) at the end of the AOM/DSS protocol (one representative experiment of two performed). ns, not statistically significant. Scale bar = 1mm

How the deposited data were processed for this re-analysis (not part of the article)

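The data are 3′ mRNA sequencing of 6 libraries from AOM/DSS-induced colonic adenomas of Col6a1-mTmG mice, 3 of Col6a1+ (GFP+) CAFs and 3 of Col6a1− (Tomato+) CAFs, sorted after exclusion of cells with the markers CD45, CD31, Ter119 and EpCAM. The groups and replicate numbers were taken from the labels of the libraries. The homeostatic IMC libraries, with which the paper compares these CAFs, are not used here, so the changes from homeostasis to cancer are not analysed here.

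The authors mapped the reads with TopHat2 to mm10, mapped the remaining reads with Bowtie2, counted reads per gene with GenomicRanges and normalized and tested them with DESeq through metaseqR. They deposited 1 table of 49548 genes with the log2 of the normalized count plus 1 in each library, which are whole normalized counts in 100% of the values. The authors' deposited table also gives a p-value and a false discovery rate from DESeq for 21812 genes, of which 1416 had 0 normalized counts in every library. Its log2 fold change has the opposite sign to its name, since it is the log2 of the mean of Tomato+ over that of GFP+ CAFs, and only its direction was used here. The GC content in the authors' deposited table is a fraction of each gene's bases and was used for an alternative fit. A further 6 columns of per-sample values in the table were not used.

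The log2 values were used as deposited, with their pseudocount of 1 and the authors' size factors. The design set in advance assumed read counts and named limma on log2 values for the case of normalized values, which is the test used. With limma 3.58.1 in R 4.3.3, a linear model of the 2 groups was fitted to the 26402 genes with at least 1 normalized count over the 6 libraries, with moderated variances that follow the mean (eBayes with trend, 6.48 prior and 4 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. A second criterion was an unadjusted p under 0.05 with an absolute log2 fold change over 1. Gene lists were tested with limma's fry, two-sided, and adjusted over 10 lists of the paper's genes and, separately, over 7 lists of cell type markers (epithelial, immune, endothelial, erythroid, glial, pan-fibroblast and proliferation). The lists from Fig. 1C were read from the figure, those from Table S1 were taken as listed, and the marker lists were written in advance. The genes named are those that the paper names for Col6a1+ or Col6a1− CAFs, the genes of Fig. 1C and Fig. 1F, Col6a1, Procr, and the 5 genes in each direction with the largest log2 fold change among those with an adjusted p under 0.05, no overlap between the 3 and 3 libraries and a mean of at least 10 normalized counts. Coordinates are those of the authors' deposited table, on mm10.

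The sums of normalized counts lay between 3039152 and 3425249 per library. Low values of a library are multiples of 1 step, rounded to whole normalized counts. The step is the inverse of the library's size factor. From it the number of reads was estimated for 5 libraries with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3. A gene at 0 in a library allows up to 3 counts, and a fold change against a group at or below 3 normalized counts in every library was computed against 3 and is a lower bound. The same test on simulated counts of 25100 genes, with 200 genes changed 8-fold, called 157 of the changed genes in the right direction (78.5%) and 0 of the unchanged ones. The changed genes were drawn only from the more abundant genes. The spread between libraries was capped, and neither pairs nor an outlying library were simulated. The result therefore does not extend to genes with few counts or to a library like Col6a1+ replicate 1.

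Whether the replicate numbers pair the libraries was checked over the 13515 genes with a mean of at least 10 normalized counts. The deviations from the group means had correlations of 0.245, 0.125 and 0.144 between libraries with the same number, and of -0.245 to 0.150 between libraries with different numbers. The legend of Fig. 1A gives 3 samples, each from a pool of tumors. The highest correlation between different numbers, 0.150, lay above 0.125 and 0.144 for same numbers, so the correlations do not settle the pairing, which the paper does not state. On the legend, the numbers were read as pairs, and values with the replicate number as a block are given where a call changes. The main test takes the 6 libraries as independent, and would not be the right one if they are pairs.

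The alternatives set in advance were library size alone in place of the size factors, at least 10 normalized counts in every library, a mean of at least 10, limma-voom, the replicate block, leaving out each library in turn, a pseudocount of 0.1, camera with a preset or an estimated correlation in place of fry, and the criterion of unadjusted p-values. Array quality weights, the block with a mean of at least 10, the block with a correction for GC content over all genes and over those with a mean of at least 10, the genes with a p-value in the authors' deposited table, and protein-coding genes at unadjusted p-values were added after seeing the data. The transcripts of 5 pseudogenes were compared with mitochondrial transcripts by BLAST 2.17.0, libraries were thinned to equal reads with a fixed seed, and plots were drawn with Matplotlib 3.10.9. The proteome arrays, co-cultures, allografts and tumor counts of the paper are not analysed here.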

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

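The tests of a lower share of fibroblasts and of immune and endothelial cells, and the restriction of the GC correction to genes with a mean of at least 10 normalized counts, were chosen only after the result was seen.

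The paper sorted the CAFs after excluding EpCAM+ cells and does not report on epithelial transcripts in them as a check of the sort, and these transcripts were above the limit that a count of 0 allows. Epcam had 858 ± 231 normalized counts in Col6a1+ CAFs and 3655 ± 515 in Col6a1− CAFs (SD, n = 3 each), a log2 fold change of -2.12 (limma adjusted p = 0.00330, and 0.0625 with the replicate block, within 5.63e-06 to 0.140 over its alternatives). The most abundant gene of the epithelial list, Cdh1, had 2641 ± 332 and 12636 ± 2547 normalized counts (SD, n = 3 each). All 16 epithelial markers were lower in Col6a1+ CAFs, with a median log2 fold change of -2.15, and 10 of them passed an adjusted p of 0.05, while Krt20 changed least (-0.29). As a set they passed with limma's fry (adjusted p = 0.0162, and 0.0202 with the block) and with camera at a preset correlation, but not with camera at an estimated correlation (adjusted p = 0.150). Of the list, 4 genes are also among the epithelial cell differentiation genes of Table S1, and the paper names Slc26a3 for Col6a1− CAFs.

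The tables argue against several technical explanations of this difference as its whole cause. The median of the epithelial list was -2.20 with equal library totals in place of the size factors, -2.17 with totals taken without the 100 most abundant genes, -2.03 with GC content corrected in the fit with the replicate block (the same over all genes and over those with a mean of at least 10), and -1.74 without Col6a1+ replicate 1, the library with the fewest genes. The pan-fibroblast list had a median of 1.93, with 6 of 6 genes higher in Col6a1+ CAFs (fry adjusted p = 0.0162). It did not pass with camera at an estimated correlation (adjusted p = 0.150). A lower share of fibroblasts in Col6a1− CAFs would raise the markers of every other cell type alike, and it stays open. Over the markers with a mean of at least 10 normalized counts, the mean of the immune list (8 of 8 genes with a negative log2 fold change, median -2.54) differed from that of the epithelial list by 0.764 standard errors of the difference. The endothelial and erythroid lists differed from it by 3.29 and 2.50 standard errors, but the genes of both went both ways, and only 1 glial gene had such a mean. Over all markers, the immune and glial lists differed from the epithelial list by 3.75 and 4.27 standard errors. The endothelial and erythroid lists then differed from it by 2.58 and 2.49. The immune and glial lists hold genes near the limit of 3 normalized counts, whose fold changes are understated. These standard errors come from the spread between the genes of a list, which are not independent replicates, and not from the spread between libraries. For both reasons these values do not decide whether the share of fibroblasts was lower. The whole glial list had a median of 0.86 (0.57 with genes at the limit set to their bound, fry adjusted p = 0.181). Another candidate explanation that stays open is that epithelial cells or their RNA entered the Col6a1− CAF libraries. The epithelial cell differentiation genes that Table S1 lists as common to both subsets, without the 4 markers, are consistent with it, since they had a median log2 fold change of -2.34 and 60 of 64 were lower in Col6a1+ CAFs. The paper chose these genes on comparisons that share these libraries. Expression of epithelial genes by Col6a1− CAFs themselves stays open as a biological explanation and was not tested. The proliferation markers were also lower in Col6a1+ CAFs, 6 of 6 with a median of -1.04 (fry adjusted p = 0.0338), and none of these passed singly. As a set they did not pass with camera at an estimated correlation (adjusted p = 0.323).

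Of the immune markers, Ptprc, which encodes CD45, had 6 ± 2.65 normalized counts (SD, n = 3) in Col6a1− CAFs, above the limit of 3, and at most 2 in any Col6a1+ CAF library. In the immune list 10 of 14 genes had a negative log2 fold change, with a median of -1.46 (-1.62 with genes at the limit set to their bound). The list passed with fry (adjusted p = 0.0162) but not with camera at an estimated correlation (adjusted p = 0.251). Only S100a8 and S100a9 passed singly. Immune cells or their RNA in the Col6a1− CAF libraries may explain this, but C1qa, C1qb, Csf1r and Cd79a went the other way at counts near the limit, so too few counts of these genes keep it open. A biological difference between the subsets stays open and was not tested.

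Pecam1, which encodes CD31, had 16 ± 14.2 normalized counts in Col6a1+ CAFs and 40.3 ± 25.7 in Col6a1− CAFs (SD, n = 3 each), with overlapping libraries. An explanation by endothelial cells or their RNA in the Col6a1− CAF libraries was tested on the list, in which 7 of 9 endothelial markers had a negative log2 fold change, with a median of -1.34. The set did not pass (fry adjusted p = 0.518), and Tie1 and Flt1 were higher in Col6a1+ CAFs, Tie1 with an adjusted p of 0.0270. Whether the mural cells among the Col6a1+ CAFs express these 2 genes was not measured, which keeps the explanation open.

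Hba-a1, a hemoglobin gene, had 303 ± 359 normalized counts in Col6a1+ CAFs and 96 ± 47.6 in Col6a1− CAFs (SD, n = 3 each), although Ter119+ cells were excluded. The libraries overlapped, and Col6a1+ replicate 3 alone held 710. Its near-identical copy Hba-a2 had similar values. The erythroid list had a median of -0.25 (fry adjusted p = 0.993), and no explanation of these transcripts was tested.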

How the results depend on the processing

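The alternatives below were set before the data were examined, except where stated. Of the gene lists, 8 kept their direction and their call under every alternative: the endothelial regulation genes of Fig. 1C, the mural cell genes and the 6 lists of Table S1. Their median log2 fold changes ranged from 1.38 to 1.97 for the endothelial list, 3.14 to 3.60 for the mural list, 3.03 to 3.42 for blood vessel development, 2.61 to 4.42 for GPCR downstream signalling, -2.50 to -1.18 for lipid metabolism, -3.89 to -0.95 for secretion, -2.37 to -1.84 for epithelial cell differentiation and -1.75 to -0.87 for inflammatory response. The values nearest 0 of the last 5 lists are those over the genes with at least 10 normalized counts in every library. Scaling by library size alone moved the median of all genes from -0.27 to -0.31, and 716 genes were higher and 628 lower in Col6a1+ CAFs.

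The libraries were read as pairs by replicate number, which the paper does not state. With the replicate block 0 genes were higher and 0 lower in Col6a1+ CAFs at an adjusted p under 0.05, against 703 and 517 without it. At an unadjusted p under 0.05, 1851 genes were higher and 2567 lower. The block leaves 2 residual degrees of freedom in place of 4, and the prior degrees of freedom fell from 6.48 to 2.59. With the block, the median of the epithelial regulation genes high in Col6a1+ IMCs was again 0.66, but their adjusted p was 0.0569. The other lists kept their calls with the block, and every gene named as passing lost its call. With the block over genes with a mean of at least 10, chosen after seeing the data, 981 genes were higher and 871 lower, 1170 of the 1220 genes called without the block were called in the same direction, and the epithelial regulation list had a median of 0.75 (adjusted p = 0.0529). A correction for GC content in the fit with the block, also chosen after seeing the data, was first run on all genes, where 1291 were higher and 1244 lower, the epithelial regulation list had a median of 0.77 (adjusted p = 0.0380) and the prior degrees of freedom rose to 25.8. Because of that rise it was run again over genes with a mean of at least 10, where 1102 were higher and 822 lower. In the first of these runs, among the 45 genes followed below, Foxl1, Wnt2, Angpt4, Gss, Acsl1 and Apoc4 newly passed, and the low ends of the ranges of adjusted p-values are mostly its values. The cause of the rise was not tested.

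The counts of genes at an adjusted p under 0.05 ranged from 0 to 98 higher and from 0 to 166 lower in Col6a1+ CAFs across the 6 fits that each left out 1 library. Without Col6a1+ replicate 1, Col6a1+ replicate 2, Col6a1+ replicate 3 or Col6a1− replicate 1 both counts were 0, with 2434, 1655, 1526 and 1615 genes higher and 2639, 2418, 2029 and 2523 lower at an unadjusted p under 0.05. These fits have 3 residual degrees of freedom, and the prior degrees of freedom fell to between 1.07 and 1.77. The median of the epithelial regulation genes high in Col6a1− IMCs ranged from -0.81 to 0.13 across these fits and was positive only without Col6a1+ replicate 1. Wnt2b ranged from -2.25 to 0.79, and was positive only without Col6a1+ replicate 1, and Cpt2 from -1.39 to 0.42, positive only without Col6a1+ replicate 3. Of the genes named in the text, 45 were followed through the alternatives. In the fits without 1 library they kept their direction and call 118 times, 150 times a change no longer passed and 2 times it reversed. Under the other alternatives, apart from the GC correction over all genes, they kept both 365 times, 30 times a change no longer passed, 22 times it newly passed and 1 time it reversed.

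Among the genes with at least 10 normalized counts in every library, a filter that removes genes absent from a subset, 1084 genes were higher and 887 lower at the unadjusted criterion, against 1607 and 2273, and the median of the genes high in Col6a1− IMCs was 0.49. Fewer genes enter this filter (9473). With limma-voom 804 genes were higher and 1006 lower, and 1191 of the 1220 genes were called in the same direction. With a pseudocount of 0.1, 561 were higher and 336 lower. Array quality weights, chosen after seeing the data, gave 1031 and 969, a weight of 0.357 to Col6a1+ replicate 1, and a log2 fold change of 0.15 for Wnt2b. The cause was not tested for these alternatives. At the unadjusted criterion, 1607 genes were higher and 2273 lower, and of protein-coding genes, a choice made after seeing the data, 1468 and 1944.

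Analyses that need read counts were not run: DESeq2's size factors in edgeR, edgeR's filterByExpr and DESeq2's Wald test. The alternative of limma on the authors' deposited normalized values is the test used throughout. Olfr78 and other genes at 0 in a subset have no value under the filter of 10 normalized counts in every library, and several genes named in the text are missing there.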

Differences from the paper's values

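At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 1607 genes were higher in Col6a1+ CAFs, against the paper's number of genes for Col6a1+ CAFs of about 840 in Fig. 1F, read by eye. The paper's text does not name the threshold behind that number. Of the alternatives set before the data were examined, at least 10 normalized counts in every library closed the gap to within 1.5 times, with 1084 genes. The others did not, with 1552 genes by library size alone, 1628 by limma-voom, 1621 with the replicate block, 1558 with a pseudocount of 0.1, 1432 with a mean of at least 10, and between 1264 and 2162 when 1 library was left out. At an adjusted p under 0.05, the 703 genes counted here lie within 1.5 times the paper's number, as do 716 by library size alone, 696 with at least 10 normalized counts in every library, 804 by limma-voom, 561 with a pseudocount of 0.1 and 815 with a mean of at least 10, but not the 0 with the replicate block or the 0 to 98 when 1 library was left out. In the authors' deposited table, 912 genes of all kinds were higher in Col6a1+ CAFs at an unadjusted DESeq p under 0.05. The number of protein-coding genes among them matched that of Fig. 1F within the reading by eye, a comparison made after seeing the data. That criterion would account for the paper's number, although the paper does not state it. The limma counts above come from another test and from genes of all kinds, so they are not like-for-like comparisons. With limma, 1468 protein-coding genes were higher at the unadjusted criterion, so the kind of gene alone does not account for the difference.

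The paper states that 33 genes of the mural signature were found in Col6a1+ CAFs, and 30 of them passed here at an adjusted p under 0.05. The number was 31 by library size alone, by limma-voom and with a mean of at least 10, and among alternatives chosen after seeing the data 32 with array quality weights and 33 with the block and GC content corrected over all genes. All 33 passed at an unadjusted p under 0.05, and when adjusted over the list alone. The number was 25 with at least 10 normalized counts in every library, 29 with a pseudocount of 0.1, 0 with the replicate block and 0 to 9 when 1 library was left out. In the authors' deposited DESeq test it was 16 at a false discovery rate under 0.05.

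The paper reports Foxl1 as increased in Col6a1+ CAFs, and its limma adjusted p was 0.0592. It passed with at least 10 normalized counts in every library (adjusted p = 0.0321) and with a mean of at least 10 (adjusted p = 0.0430), and under 5 alternatives chosen after seeing the data: array quality weights (0.0430), the block with a mean of at least 10 (0.0173), the genes with a p-value in the authors' deposited table (0.0467) and the block with GC content corrected over all genes (0.00351) and over those with a mean of at least 10 (0.0130). Over all its alternatives the adjusted p ranged from 0.00351 to 0.262. Wnt2, which the paper reports as increased in Col6a1− CAFs, had an adjusted p of 0.0678. It passed with limma-voom (adjusted p = 0.0101) and, among alternatives chosen after seeing the data, with array quality weights (0.0375), over the genes with a p-value in the authors' deposited table (0.0499) and with the block and GC content corrected over all genes (0.0231), with a range of 0.0101 to 0.268 over its alternatives. The paper also names Pi16, Wnt2b and Grem1 as maintained in Col6a1− CAFs, and their adjusted p-values between the subsets were 0.186, 0.725 and 0.222. None of these 3 genes passed an adjusted p of 0.05 under any alternative tried, while Pi16 and Grem1, but not Wnt2b, passed the unadjusted criterion, as did Foxl1 and Wnt2. The paper lists Angpt4 and Gss among genes specific to one subset in its comparison with homeostasis, which is another comparison, and their values are given under the other observations.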

Other observations

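The tests of fewer reads, of the Xist transcripts and of the replicate 1 libraries were chosen only after the result was seen.

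The numbers of genes in each direction, at an adjusted p under 0.05 and at the unadjusted criterion, were compared with those of other splits of the 6 libraries into 3 and 3. Of the 10 splits, 4 part all 3 same-numbered pairs and the other 6 part 1 pair each. In 1 of the 4 splits, the real one, as many genes were counted in either direction by each criterion. All 9 other splits gave 0 genes at an adjusted p under 0.05, and up to 271 genes in one direction and 786 in the other at the unadjusted criterion. The medians of the epithelial regulation genes high in Col6a1+ IMCs, the endothelial regulation genes, the mural cell genes and the 6 lists of Table S1 were also as large in 1 of the 4 splits. The median of the epithelial regulation genes high in Col6a1− IMCs was as large in 4 of the 4. A design of 3 pairs cannot give a smaller share than 1 of 4.

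In Col6a1+ replicate 1, 14530 genes were detected against 18770 or more in each other library. Fewer reads are argued against, since the libraries with a resolved step still detected at least 18435 genes after thinning to no more than its estimated 3876718 reads. A few genes taking most of the counts are argued against as well, since outside the 100 most abundant genes the same libraries detected at least 18295 genes against its 14430. A low amount of RNA in this library, or another mix of cells in its pool, may explain it and was not tested. No biological explanation was tested.

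Among the 20 most abundant genes are 5 pseudogenes in one stretch of chromosome 1, from 24612775 to 24616197: Gm10925, Gm29216, Gm28661, Gm28438 and Gm28437. Gm10925 had 20586 ± 3671 normalized counts in Col6a1+ CAFs and 31384 ± 3129 in Col6a1− CAFs (SD, n = 3 each). Reads of mitochondrial transcripts counted on near-identical nuclear copies are a candidate explanation. The transcripts of these pseudogenes matched those of mt-Atp6, mt-Co1, mt-Co2, mt-Nd3 and mt-Co3 at an identity of 99.7% or more, and the table has 0 genes on the mitochondrial chromosome. No biological explanation was tested.

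Xist had 100, 60 and 0 normalized counts in Col6a1+ replicates 1, 2 and 3 and 34, 64 and 1 in Col6a1− replicates 1, 2 and 3. Too few reads in the replicate 3 libraries are argued against, since the mean of the other 4 libraries (64.5 normalized counts) would leave 48.5 reads at the step of Col6a1+ replicate 3, the larger step of the 2 libraries. Pools of male mice behind both replicate 3 libraries are a candidate explanation, consistent with 4 of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) above 3 normalized counts in both of these libraries. Most of these genes were detected beside Xist in the other libraries, and the paper used mice of both sexes. The paper does not report the sex of the mice in each pool.

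Actb had 3336 normalized counts in Col6a1+ replicate 1 and 4272 in Col6a1− replicate 1, against 16335 to 25408 in the other 4 libraries, and Gm26917 had 125 and 405 against 8244 to 29190. A difference of the pool of mice or of its preparation, shared by both replicate 1 libraries, may explain this. Of 5532 other genes with a mean of at least 100 normalized counts, 11 lay 4-fold or more below or above the other 4 libraries in both replicate 1 libraries. Pairs of libraries with different numbers had at most 1 such gene, and the pairs of replicates 2 and 3 had 0. Whether the pool or its preparation differed was not tested.

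The paper names genes in section 2.2 for a comparison of each CAF subset with homeostatic IMCs, which are not analysed here. Between the CAF subsets, Itga7 (4.80), Itga4 (4.24), Itgb3 (3.17) and Jag1 (3.28) were higher in Col6a1+ CAFs by these log2 fold changes, with limma adjusted p-values of 8.81e-04 to 0.0201, and Hey2 was at least 21.6-fold higher (adjusted p = 0.00641). None of these 5 passed with the replicate block. Angpt4 had a log2 fold change of 2.20 and an adjusted p of 0.0541, with a range of 0.00810 to 0.225 over its alternatives. Alb (-4.02) and Alox12 (-4.23) were lower in Col6a1+ CAFs, with adjusted p-values of 0.0373 and 0.0437, and neither passed with the block, with a pseudocount of 0.1 or when any 1 library was left out. Acadl, Cpt2, Arg2, Cs, Gss, Cftr, Slc26a3, Acsl1, Cbs, Edn2, Apoc4 and Heph did not pass, with Gss at an adjusted p of 0.0734 (range 0.00248 to 0.455 over its alternatives). Gss passed by library size alone, with at least 10 normalized counts in every library, by limma-voom and under 4 alternatives chosen after seeing the data. Apoc4 passed by limma-voom, Acsl1 with array quality weights, and both with the block and GC content corrected over all genes, the last 2 also chosen after seeing the data. Heph overlaps the pseudogene Rpl17-ps8 on the same strand, which had more counts than Heph, so its values are uncertain.

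The lists of Table S1 were chosen by the paper on comparisons that share these libraries, so their direction is not independent evidence. Blood vessel development genes had a median log2 fold change of 3.25, with 37 of 38 higher in Col6a1+ CAFs and 25 past an adjusted p of 0.05 over all genes (33 when adjusted over the list alone). GPCR downstream signalling genes had a median of 3.38 (2.82 with genes at the limit of 3 normalized counts set to their bound), with 33 of 34 higher and 20 past (28 over the list alone). Lipid metabolism genes had a median of -2.20 (-2.13 with bounds), with 58 of 58 lower in Col6a1+ CAFs and 15 past (39 over the list alone). Secretion genes had a median of -2.81 (-2.42 with bounds), with 57 of 60 lower, 19 past as lower and 1 as higher. Over the genes with at least 10 normalized counts in every library the medians were nearer 0, at -1.18 for lipid metabolism, -0.95 for secretion and -0.87 for inflammatory response. Of the lists common to both subsets, epithelial cell differentiation genes had a median of -2.30, with 64 of 68 lower in Col6a1+ CAFs and 24 past as lower and 1 as higher, and inflammatory response genes one of -1.46, with 53 of 67 lower and 15 past as lower and 2 as higher. Each of these sets passed with limma's fry (adjusted p of 0.00201 or less) and with the block (adjusted p of 0.0238 or less). None of their genes passed singly with the block or without Col6a1+ replicate 1, Col6a1+ replicate 2, Col6a1+ replicate 3 or Col6a1− replicate 1.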
